# SIRT7 Inhibits Adipose Tissue Browning Through Deacetylation of PPARγ2 at K382

**DOI:** 10.3390/cells15111028

**Published:** 2026-06-03

**Authors:** Avizit Das, Tatsuya Yoshizawa, Daisuke Yamada, Tomonori Tsuyama, Yoshifumi Sato, Tomoya Mizumoto, Takeshi Yoneshiro, Shingo Kajimura, Kazuya Yamagata

**Keywords:** browning, beige adipocytes, SIRT7, PPARγ, deacetylation, PRDM16

## Abstract

**Highlights:**

**What are the main findings?**

- SIRT7 deficiency enhance beige cell differentiation in vivo (mice) and in vitro (mouse and human SVF cells).
- SIRT7-dependent deacetylation of PPARγ2 at K382 prevents interaction with the transcriptional coactivators of AT browning PRDM16 and PGC-1α.

**What are the implications of the main findings?**

- SIRT7 serves as a molecular brake on adipose tissue browning.
- SIRT7 may be a potential target for the treatment of metabolic disorders, including hypermetabolic conditions.

**Abstract:**

Adipose tissue (AT) browning is an inducible cellular phenomenon that promotes lipid oxidation to increase energy expenditure, reducing adiposity. Various transcription regulators involved in the AT browning process have been reported, but their complex molecular mechanisms remain poorly understood. Here, we explore the effects of SIRT7, one of seven mammalian sirtuins, on AT browning and elucidate the underlying mechanisms. SIRT7 deficiency increased the expression of browning genes in beige adipocytes differentiated from subcutaneous white AT (scWAT) stromal vascular fraction (SVF) cells isolated from adipocyte-specific *Sirt7* knockout (*Sirt7* AdKO) mice. The effect of SIRT7 on beige adipocyte differentiation was confirmed in *Sirt7* knockdown (KD) mouse scWAT and human supraclavicular brown AT (scBAT) SVF cell lines. Mechanistically, SIRT7 deacetylated PPARγ2 (peroxisome proliferator-activated receptor γ2) at lysine (K) 382, thereby attenuating interaction with the transcriptional coactivator PRDM16 (PR domain-containing 16). In differentiated beige adipocytes, the acetylation-mimicking mutant PPARγ2^K382Q^ had higher transcriptional activity compared with the deacetylation-mimicking mutant PPARγ2^K382R^. Furthermore, the interaction between endogenous SIRT7 and PPARγ2 decreased at the onset of beige adipocyte differentiation. Our findings reveal that SIRT7 is an important thermogenic regulator that puts the brake on AT browning by deacetylating PPARγ2.

## 1. Introduction

Adipose tissue (AT) plays an essential role in maintaining body homeostasis through metabolic adaptation, which involves processes such as lipolysis, lipogenesis, adipogenesis, and thermogenesis [1]. AT exists in two main forms: white adipose tissue (WAT) and brown adipose tissue (BAT). WAT primarily functions as an energy reservoir by storing excess calories in the form of lipids. In contrast, BAT is specialized in energy expenditure through a process known as non-shivering thermogenesis. This process is mediated by uncoupling protein 1 (UCP1), which dissipates the proton gradient without driving ATP synthesis, thereby releasing energy directly as heat [2,3]. In addition, WAT can undergo a phenotypic switch to a brown-like phenotype, a process referred to as browning, which is triggered by various environmental and physiological stimuli [3]. These inducible brown-like adipocytes, also known as brite or beige adipocytes, are a distinct type of adipocyte that develops either by de novo differentiation from progenitors within subcutaneous WAT (scWAT) or by trans-differentiation from white adipocytes [3,4]. Beige adipocyte differentiation can also be induced by cold stimulation, food, physical exercise, burn injury, sepsis, and pathological conditions such as cancer cachexia [2,3,5]. Several endogenously produced molecules, including thyroid hormones and their metabolites [6,7], fibroblast growth factor 21 (FGF21) [8], irisin [9], and lactate [10], have been shown to promote AT browning. In human, BAT gradually fades with age, and adult human BAT is more heterogenous than mouse. Interestingly, UCP1-expressing adipocytes found in the supraclavicular BAT (scBAT) depot share molecular features with beige adipocytes previously characterized in mice, rather than with classical brown adipocytes. In contrast, adipocytes located in the deep neck region exhibit molecular profiles more consistent with those of classical brown adipocytes [11]. The metabolic effects of AT browning are context-dependent. Although the activation of AT browning has been widely recognized as a potential therapeutic strategy for obesity and metabolic disorders, excessive activation may have adverse effects, particularly under hypermetabolic conditions [12]. Therefore, it is important to understand the mechanisms regulating both the activation and suppression of the AT browning process.

Many studies have identified positive and negative regulators of beige adipocyte differentiation. Most of the signaling pathways identified regulate three core transcription factors: PRDM16 (PR domain-containing 16), PPARγ (peroxisome proliferator-activated receptor γ), and PGC-1α (encoded by the *Ppargc1a* [PPARγ coactivator 1-alpha] gene) [13]. PPARγ exists in two isoforms, PPARγ1 and PPARγ2, which differ structurally in that PPARγ2 contains an additional 30 amino acids at its N-terminal domain. Moreover, whereas PPARγ1 is broadly expressed across multiple tissues, PPARγ2 expression is largely restricted to AT [14]. The transcriptional activity of PPARγ is further regulated through various post-translational modifications, including phosphorylation, SUMOylation, ubiquitylation, GlcNAcylation, and acetylation, each of which can modulate its functional output in a context-dependent manner [15]. Specific post-translational modifications in PPARγ have been suggested to control specific subsets of PPARγ target genes [15]. For instance, during AT browning, deacetylation of PPARγ on lysine (K) 268 and 293 facilitates its interaction with the thermogenic coactivator PRDM16. This interaction promotes the preferential activation of BAT-associated gene programs while suppressing gene expression patterns characteristic of visceral adipose tissue [16].

Sirtuins (SIRT1–7 in mammals) are nicotinamide adenine dinucleotide (NAD^+^)-dependent lysine deacetylases/deacylases that regulate diverse biological processes, including energy metabolism, stress resistance, tumorigenesis, and aging. While several sirtuin family members have been shown to facilitate AT browning [16,17,18], we recently revealed that SIRT7 exerts an opposing inhibitory effect [19]. We observed that the expression of browning-related genes was significantly elevated in the inguinal WAT of norepinephrine-treated adipocyte-specific *Sirt7* knockout (*Sirt7* AdKO) mice compared with control mice. However, the underlying mechanisms were unclear. Additionally, we previously reported that SIRT7 deacetylates PPARγ2 at lysine residue 382 (K382), a modification associated with enhanced lipogenesis in C3H10T1/2-derived white adipocytes [20]. These results provided insight into the roles and underlying mechanisms of SIRT7-mediated PPARγ2 deacetylation at K382 in AT browning.

In the present study, conducted to elucidate the precise role of SIRT7 in AT browning, we demonstrate that SIRT7 deficiency enhances beige adipocyte differentiation from mouse scWAT and human scBAT stromal vascular fraction (SVF) cells. SIRT7-dependent deacetylation of PPARγ2 at K382 prevented complex formation with PRDM16 and PGC-1α. Our results establish SIRT7 as a critical thermogenic suppressor that puts the brake on AT browning.

## 2. Materials and Methods

### 2.1. Animals

*Adipoq*-Cre mice (JAX 010803), backcrossed for more than eight generations onto the C57BL/6J genetic background, were generously provided by Dr. Evan D. Rosen [21] and were intercrossed with *Sirt7* floxed mice (*Sirt7*^fl/fl^) [19] to generate *Sirt7* AdKO (*Sirt7*^fl/fl^; *Adipoq*-Cre^+/−^) mice and *Sirt7*^+/+^; *Adipoq*-Cre^+/−^ littermates were used as a control for this study. For the in vivo experiment, 10-week-old male control and *Sirt7* AdKO mice were housed in separate cages (*n* = 3 per group) and administered norepinephrine daily at a dose of 1 mg/kg body weight for five consecutive days to induce AT browning, as previously reported [19].

All experimental procedures were approved by the Kumamoto University Ethics Review Committee for Animal Experimentation (Approval ID: A2023-027R1, from 28 June 2023, A2025-043 from 17 April 2025) and were conducted in accordance with the ARRIVE guidelines. Mice were group-housed at a maximum of five animals per cage under a 12 h light/dark cycle in a specific pathogen-free, temperature-controlled facility maintained at 22–23 °C with 40–80% humidity. Animals had ad libitum access to water and a standard chow diet (CE-2, CLEA Japan Inc., Tokyo, Japan). Group allocation was determined solely based on genotype; neither randomization nor blinding procedures were applied. The health status of the mice was monitored at least once daily by both the research team and veterinary staff. Humane end-points included ≥25% body weight loss, persistent recumbency/crouching, respiratory abnormalities, severe diarrhea, generalized paralysis, or circling. No animals reached these endpoints, and no adverse events requiring intervention were observed during the study period. Consequently, no separate exclusion table is provided.

### 2.2. Cell Culture

The procedure for isolating SVF cells from scWAT has been described previously [19,22]. Briefly, inguinal WAT collected from 6–8-week-old male control (*Sirt7*^+/+^; *Adipoq*-Cre^+/−^) and *Sirt7* AdKO mice was finely minced and digested with collagenase and dispase II at 37 °C for 50 min under continuous shaking. The digested tissue suspension was then filtered and centrifuged at 700× *g* for 5 min. The resulting cell pellet was resuspended in growth medium consisting of Dulbecco’s Modified Eagle’s Medium (DMEM) (high glucose with L-glutamine and phenol red and without sodium pyruvate; Fujifilm Wako Pure Chemical Corp., Osaka, Japan) supplemented with 10% fetal bovine serum (FBS) (Biosera, Nuaillé, France) and 100 U/mL penicillin/streptomycin (Meiji Seika Pharma Co., Ltd., Tokyo, Japan), and plated onto cell culture dishes.

Mouse scWAT SVF cell lines [23] were cultured in the same medium. For differentiation into beige adipocytes, cells at 95–97% confluence (confluent but not too packed) were incubated with differentiation medium consisting of growth medium supplemented with 500 μM isobutylmethylxanthine (Sigma-Aldrich, St. Louis, MI, USA), 125 μM indomethacin (Sigma-Aldrich), 2 μg/mL dexamethasone (Sigma-Aldrich), 5 μg/mL insulin (Fujifilm Wako Pure Chemical Corp.), 1 nM T3 (Sigma-Aldrich), and 0.5 μM rosiglitazone (Sigma-Aldrich). We carefully monitored cell confluency to ensure that the cultures did not become overconfluent and that there were no variations in cell density between individual samples/groups. After 2 days of induction, the medium was replaced with growth medium containing 5 μg/mL insulin, 1 nM T3, and 0.5 μM rosiglitazone, and cells were further cultured until adipocyte differentiation became apparent. To confirm beige adipocyte differentiation, the gene expressions of white/beige (*Hoxc9*) and brown (*Zic1* and *Meox1*) adipocyte markers [24,25] were examined by quantitative polymerase chain reaction (qPCR) (Figure S1).

Human scBAT SVF cell lines (the original stock before single cloning of clone #11-1) [11] were maintained in MesenCult-ACF Medium (Stemcell Technologies, Vancouver, BC, Canada) supplemented with 2 mM L-glutamine (Stemcell Technologies) and 100 U/mL penicillin/streptomycin on type I collagen plates. For differentiation into beige adipocytes, MesenCult Adipogenic Differentiation Medium (Human) (Stemcell Technologies) was used according to the manufacturer’s protocol.

Mouse BAT SVF cell lines [26] were maintained in growth medium consisting of DMEM/Nutrient F-12 [1:1] (Gibco BRL, Grand Island, NY, USA) supplemented with 10% FBS (Biosera) and 100 U/mL penicillin/streptomycin. For differentiation into brown adipocytes, the cells were treated for 2 days with 125 mM indomethacin, 2 mg/mL dexamethasone, and 0.5 mM isobutylmethylxanthine in maintenance medium (growth medium supplemented with 1 nM T3 and 85 nM insulin). Following the 2-day induction period, cells were maintained in maintenance medium, which was refreshed every other day until the appearance of intracellular lipid droplets. To confirm the appropriate differentiation to brown adipocytes, the gene expressions of white/beige (*Hoxc9*) and brown (*Zic1* and *Meox1*) adipocyte markers [24,25] were examined by qPCR (Figure S1).

LentiX293T cells (Clontech Laboratories, Mountain View, CA, USA) were maintained in DMEM (high glucose with 1 mM sodium pyruvate; Fujifilm Wako Pure Chemical Corp.) containing 10% FBS (Biosera).

### 2.3. Oil Red O Staining

Oil Red O solution (0.3% *v*/*v*; Sigma-Aldrich) was prepared in isopropanol, diluted with water at a 3:2 ratio, and passed through a 0.22 μm filter to remove particulates prior to use. For lipid staining, cells were fixed in 10% neutral buffered formalin, rinsed with PBS, and briefly treated with 60% isopropanol. Cells were then incubated with the filtered Oil Red O working solution to stain intracellular lipid droplets. Following incubation, cells were washed sequentially with 60% isopropanol and PBS to remove excess stain. Lipid droplets were visualized using a BZX-700 microscopy system (Keyence, Inc., Osaka, Japan), and the ratio of lipid area to total area was quantified using a BZ-X Analyzer (Keyence, Inc.).

### 2.4. Gene Expression Analysis

Total RNA was isolated using Sepasol RNA I Super reagent (Nacalai Tesque, Inc., Kyoto, Japan), and RNA purity and quantity were assessed using a NanoDrop spectrophotometer (Thermo Scientific, Waltham, MA, USA). One microgram of total RNA (with acceptable 260/280 and 260/230 ratios) from each sample was used for cDNA synthesis using a PrimeScript RT reagent kit (Takara Bio, Inc., Shiga, Japan). Real-time quantitative PCR (qPCR) was performed using SYBR Premix Ex Taq II (Takara) on an applied Biosystems ViiA7 real-time PCR system (Thermo Fisher Scientific, Foster City, CA, USA). Relative gene expression levels were normalized to ribosomal protein L19 (*Rpl19*) for Figure 1A or to TATA box-binding protein (*Tbp*) for other figures. Melt curve analysis was used to confirm the amplification specificity of the primers. Primer sequences are listed in Supplementary Table S1.

### 2.5. Western Blotting

Whole-cell lysates were prepared by resuspending cells in RIPA buffer (50 mM Tris-HCl pH 8.0, 150 mM NaCl, 0.1% SDS, 1% NP-40, 5 mM EDTA, and 0.5% sodium deoxycholate) supplemented with a protease inhibitor cocktail (Nacalai Tesque). Proteins were resolved by SDS-PAGE and transferred onto Immobilon-P PVDF membranes (Merck Millipore, Burlington, MA, USA). Membranes were then incubated with the following primary antibodies: anti-SIRT7 (clone D3K5A, #5360; Cell Signaling Technology, Danvers, MA, USA), anti-β-actin (#177-3; MBL, Woburn, MA, USA), anti-HA (clone 3F10, #11867423001; Roche Applied Science, Penzberg, Germany), anti-DYKDDDK (FLAG) tag (clone 1E6, #018-22381; Wako Pure Chemical Industries, Osaka, Japan), anti-PPARγ (#16643-1-AP; Proteintech Group, Inc., Rosemont, IL, USA), and anti-acetylated lysine (#9441; Cell Signaling Technology). Following incubation with the appropriate secondary antibodies, immunoreactive bands were detected using Chemis-Lumi One Super reagent (Nacalai Tesque, Inc.) and a ChemiDoc Imaging System (Bio-Rad Laboratories, Hercules, CA, USA). Band intensities were quantified using Image Lab software version 6.0 (Bio-Rad).

### 2.6. Evaluation of Mitochondrial DNA Copy Number

Cells were lysed for approximately 12–18 h at 55 °C in DNA extraction buffer (100 mM Tris-HCl pH 8.5, 5 mM EDTA, 0.2% SDS, 200 mM NaCl) containing 300 μg/mL proteinase K (Nacalai Tesque). Following genomic DNA extraction, mitochondrial DNA (mtDNA) copy number was expressed as the ratio of mtDNA to nuclear DNA (nDNA). mtDNA; NADH dehydrogenase 1, mitochondrial (*mt-Nd1*), nDNA; platelet/endothelial cell adhesion molecule 1 (*Pecam1*). The primer sequences are listed in Supplementary Table S1.

### 2.7. Extracellular Flux Measurement

The oxygen consumption rate (OCR) was measured using a Seahorse XF24 Extracellular Flux Analyzer (Seahorse Bioscience, Santa Clara, CA, USA). Beige adipocytes differentiated from SVF cells cultured in a 24-well XF24 microplate (Seahorse Bioscience), and the OCR was measured at 37 °C according to the manufacturer’s instructions. Prior to measurement, cells were equilibrated for 30 min in pre-warmed, CO_2_ free assay medium (Agilent Seahorse XF base medium [Agilent Technologies, Inc., Santa Clara, CA, USA] supplemented with 25 mM glucose, 1 mM sodium pyruvate, and 2 mM L-glutamine). A mitochondrial stress test was then performed by sequential injection of 5 μM oligomycin, 10 μM FCCP, and 0.5 μM rotenone/antimycin A (Agilent Technologies, Inc.) to assess uncoupled respiration, maximal respiratory capacity, and non-mitochondrial respiration, respectively. The OCR values were normalized to total protein content, and the results are reported as pmol of O_2_/min/μg protein.

### 2.8. Plasmid Construction

pSIREN-RetroQ (Clontech), pRSV-Rev (REV) (#12253; Addgene, Watertown, MA, USA), pMDLg/pRRE (RRE) (#12251; Addgene), pMD2.G (VSVG) (#12259; Addgene), pLKO.1-blast (#26655; Addgene), and pRL-TK (Promega, Madison, WI, USA) were obtained from the indicated suppliers. pSIREN-RetroQ-mSirt7 (target sequence: 5′-CGGGATACCATTGTGCACTTT-3′), pcDNA3.1-3 × HA-PPARγ2^K382R^, pcDNA3.1-3 × HA-PPARγ2^K382Q^, pcDNA3.1-FLAG-mPRDM16, pcDNA3-FLAG-mPGC-1α, pcDNA3.1-FLAG-mSIRT1, and pUC-3 × PPRE-tk-LUC were generated as previously described [20,27,28,29,30]. To generate pMXs-Puro-HA-mPPARγ2^K382R^ and pMXs-Puro-HA-mPPARγ2^K382Q^, the PacI/XhoI fragment of pcDNA3.1-HA-PPARγ2^K382R^ and pcDNA3.1-HA-PPARγ2^K382Q^ was inserted into the pMXs-Puro plasmid. For knockdown (KD) of human *Sirt7*, oligonucleotides encoding human *Sirt7* shRNA (target sequence: 5′-ATGAAAAAGTGTGAACTTTAT-3′) were cloned into pLKO.1-blast.

### 2.9. Retroviral and Lentiviral Transduction

Retroviral vectors for mouse *Sirt7* KD (pSIREN-RetroQ-mSirt7, with pSIREN-RetroQ as negative control) and for overexpression of mouse PPARγ2 mutants (pMXs-Puro-HA-mPPARγ2^K382R^ and pMXs-Puro-HA-mPPARγ2^K382Q^) were transfected into Plat-E packaging cells using jetPRIME transfection reagent (Polyplus, Illkirch-Graffenstaden, France). Virus-containing supernatants were collected 48 h post-transfection and passed through a 0.2 μm syringe filter. Cells were then infected with the filtered retroviral supernatant for 8 h, followed by selection with 3 μg/mL puromycin for 72 h to establish stable cell lines.

Lentiviral vectors for human SIRT7 KD (pLKO.1-blast-hSirt7, with pLKO.1-blast-control as negative control) were co-transfected with the packaging plasmids pMDLg/pRRE, pRSV-Rev, and pMD2.G into LentiX293T cells using PEI-MAX reagent (Polysciences, Warrington, PA, USA). Virus-containing supernatant was collected 48 h post-transfection and passed through a 0.45 μm syringe filter. Cells were then infected with the filtered lentiviral supernatant for 24 h, followed by selection with 1 μg/mL blasticidin (Nacalai Tesque) for 5 days to establish stable knockdown cell lines.

### 2.10. RNA-Seq Analysis

Total RNA was isolated with the RNeasy Micro Kit (74004; Qiagen, Hilden, Gemany) according to the manufacturer’s protocol. RNA-seq libraries were generated using a NEBNext Ultra RNA Library Prep Kit for Illumina (New England Biolabs, Ipswich, MA, USA), and sequenced on an Illumina NovaSeq X Plus platform using 150-bp paired-end reads. Raw reads were processed using TrimGalore (v0.6.7) to remove Illumina adapter sequences [31], followed by alignment to the mouse reference genome (GRCm39) using HISAT2 (ver. 2.2.1). The aligned reads were sorted and converted to a binary alignment/map format with SAMtools (ver. 1.14). Transcript assembly and gene quantification were performed using StringTie (ver. 2.2.1), and gene-level count matrices were generated using the Python (ver. 3) script prepDE.py3 [32]. Differentially expressed genes (DEGs) were determined using DESeq2 (ver. 1.38.0). DEGs with an adjusted *p*-value < 0.05 and an absolute fold change > 2 were subjected to Gene Ontology (GO) analysis with DAVID (ver. 6.8) [33]. The RNA-seq datasets generated in this study have been deposited in the Gene Expression Omnibus (GEO) under accession number: GSE317859.

### 2.11. Co-Immunoprecipitation Assay

LentiX293T cells were transfected with the indicated expression plasmids using jetPRIME transfection reagent, followed by overnight treatment with 1 μM rosiglitazone. Cells were then lysed in ice-cold lysis buffer (20 mM Tris-HCl pH 7.4, 200 mM NaCl, 2.5 mM MgCl_2_, 0.5% NP-40, 1 μM rosiglitazone, 1 mM PMSF, and protease inhibitor cocktail), and mechanically disrupted by passing through a 29-G needle six times. Lysates were centrifuged at 14,000× *g* for 10 min at 4 °C to remove debris, and the supernatant was collected. For co-immunoprecipitation of tagged proteins, the lysate supernatant was incubated for approximately 12–16 h at 4 °C with anti-HA tag antibody-conjugated beads (clone 4B2; Wako Pure Chemical Industries) under end-over-end mixing. To assess interactions between endogenous PPARγ and SIRT7, cell lysates were immunoprecipitated overnight at 4 °C using anti-PPARγ antibody-crosslinked resin prepared with a Pierce Crosslink Immunoprecipitation Kit (Thermo Fisher Scientific). Following five washes with lysis buffer, bound proteins were eluted with the kit-supplied elution buffer (pH 2.8, containing primary amine) and analyzed by Western blotting with appropriate antibody.

### 2.12. Luciferase Assay

Mouse scWAT SVF cell lines overexpressing PPARγ2^K382R^ or PPARγ2^K382Q^, as well as control or *Sirt7* KD mouse scWAT SVF cell lines, were co-transfected with a PPRE-driven firefly luciferase reporter plasmid (pUC-3 × PPRE-tk-LUC) and an internal control vector (pRL-TK) using jetPRIME transfection reagent at both the undifferentiated and differentiated stages. At 24 h post-transfection, cells were lysed in kit supplied lysis buffer, and luciferase activity was measured using the Dual-Luciferase Reporter Assay System (Promega) with firefly and Renilla luciferase substrates.

### 2.13. Acetylation Assay

Mouse scWAT SVF cell lines differentiated into beige adipocytes were harvested at 24 h and 48 h post-differentiation and mechanically disrupted by sonication (Sonifier-150; Branson Ultrasonics, Danbury, CT, USA) at 4 °C in lysis buffer supplemented with 10 mM nicotinamide and 1 μM TSA. Lysates were clarified by centrifugation at 14,000× *g* for 10 min at 4 °C and then immunoprecipitated overnight at 4 °C using anti-PPARγ antibody-crosslinked resin (described above). Immunoprecipitated proteins were eluted with the elution buffer supplied in the Pierce Crosslink Immunoprecipitation Kit. Lysine acetylation was assessed by Western blotting using an anti-acetyl lysine antibody (Cell Signaling Technology).

### 2.14. Statistical Analysis

No statistical methods were used to predetermine the sample size, and no exclusion/inclusion criteria were applied to the mice used in this study. Statistical analyses were performed using GraphPad Prism 9 (GraphPad Software). Data are expressed as mean ± standard error of the mean (SEM). Statistical comparisons between two groups were conducted using a two-tailed Student’s *t*-test. The use of parametric analysis (two-tailed Student’s *t*-test) with limited sample sizes was considered appropriate because the experimental variables assessed in this study have previously been reported to follow an approximately normal distribution in established assay systems [30]. In all analyses, *p* < 0.05 was considered to indicate a significant difference.

## 3. Results

### 3.1. SIRT7 Deficiency Enhances Beige Adipocyte Differentiation from scWAT SVF Cells of Sirt7 AdKO Mice

We previously reported that SIRT7 inhibits energy expenditure and thermogenesis through the regulation of classical BAT functions [19]. In that study, the browning phenotype was not evident at room temperature (23 °C); therefore, mice were administered norepinephrine over a five-day period to activate AT browning. Under these conditions, *Sirt7* AdKO mice exhibited upregulation of browning-associated gene programs in inguinal WAT compared with controls. Reanalysis of the data confirmed this finding with other genes (Figure 1A). Since adipose tissue browning is influenced by interactions among multiple organs and cell types, we investigated whether the enhanced AT browning observed in *Sirt7* AdKO mice occurs via a cell-autonomous mechanism. To this end, we harvested SVF cells from scWAT of *Sirt7* AdKO and control mice. As shown in Figure 1B, beige adipocytes differentiated from scWAT SVF cells of *Sirt7* AdKO mice had more lipid droplets than those from control mice. The expression of browning marker genes was also significantly upregulated in *Sirt7* KO beige adipocytes (Figure 1C). Because mtDNA content was elevated in *Sirt7* KO beige adipocytes compared with control cells (Figure 1D), we subsequently assessed mitochondrial respiration using a Seahorse XF24 Flux Analyzer with sequential treatment of oligomycin, FCCP, and antimycin A/rotenone (Figure 1E). *Sirt7* AdKO beige adipocytes showed increased basal, uncoupled, and maximal mitochondrial respiration relative to control cells (Figure 1F). Collectively, these findings indicate that SIRT7 negatively regulates mitochondrial oxidative respiration and energy expenditure by suppressing the differentiation of beige adipocyte precursors.

### 3.2. SIRT7 Deficiency Enhances Beige Adipocyte Differentiation of Mouse scWAT and Human scBAT SVF Cell Lines

Because primary cultures of scWAT SVF cells contain a heterogeneous cell population, the fraction of beige adipocyte precursor cells in scWAT SVF cells may differ between control and *Sirt7* AdKO mice. Therefore, we next used immortalized SVF cell lines to analyze the effect of SIRT7 deficiency on AT browning. SIRT7 expression was successfully knocked down in mouse scWAT SVF cell lines by using a retroviral system expressing shRNA targeting *Sirt7* (Figure 2A). When mouse scWAT SVF cell lines were cultured in beige adipocyte differentiation medium, lipid droplet deposition was substantially increased in *Sirt7* KD cells compared to control cells (Figure 2B). In addition, the expression levels of browning marker genes were significantly upregulated in differentiated *Sirt7* KD cells (Figure 2C). These results demonstrate that SIRT7 suppresses beige adipocyte differentiation via a cell-autonomous mechanism.

The molecular signatures of adult human brown adipocytes from scBAT, which is the most consistently found and well-studied human BAT depot, resemble those of mouse beige adipocytes. Therefore, we next examined the applicability of our findings to humans by using human scBAT SVF cell lines. The phenotypes of beige adipocytes differentiated from *SIRT7* KD human scBAT SVF cell lines regarding browning marker gene expression were almost identical to those of *Sirt7* KD mouse scWAT SVF cell lines, while lipid droplet deposition was not changed (Figure 2D,E and Figure S2). Taken together, our findings suggest SIRT7 as a critical thermogenic suppressor that puts the brake on AT browning in mice and humans.

### 3.3. Acetylation of PPARγ2 at K382 Enhances Beige Adipocyte Differentiation

We previously reported that SIRT7 deacetylates PPARγ2 at K382, thereby enhancing lipogenesis in white adipocytes [20]. Accordingly, we assessed the contribution of PPARγ2 acetylation at K382 to beige adipocyte differentiation by using the acetylation-mimicking mutant PPARγ2^K382Q^ and the deacetylation-mimicking mutant PPARγ2^K382R^. Both PPARγ2 mutants were largely similarly overexpressed in mouse scWAT SVF cell lines (Figure 3A). In contrast to our previous findings [16], beige adipocytes differentiated from PPARγ2^K382Q^-overexpressing cells had significantly more lipid droplets than those differentiated from PPARγ2^K382R^-overexpressing cells, even at 2 days post-differentiation (Figure 3B). The expression levels of browning marker genes were already strikingly upregulated in PPARγ2^K382Q^-overexpressing cells at 2 days post-differentiation and were even higher at 7 days post-differentiation (Figure 3C). Consistently, in *Sirt7* KD mouse scWAT SVF cell lines, lipid droplet deposition and browning marker gene expression were significantly increased at 2 days post-differentiation (Figure 3D,E).

We next conducted RNA-seq analysis of PPARγ2^K382Q^- and PPARγ2^K382R^-overexpressing cells at the early stages of beige adipocyte differentiation (2 days post-differentiation). 

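The K382Q mutant carries glutamine in place of the lysine, which resembles acetylated lysine, and the K382R mutant carries arginine, which keeps the positive charge of deacetylated lysine. Both were introduced with retroviral vectors into immortalized mouse cell lines of the stromal vascular fraction, the fraction of adipose tissue that holds adipocyte precursors. RNA was sequenced from 3 biological replicates of PPARγ2 K382Q-overexpressing cells and 3 of PPARγ2 K382R-overexpressing cells as pairs of 150-bp reads. The paper describes stable lines selected after infection and does not say whether the replicates came from separate infections. If they did not, a difference between the lines other than the mutation could not be told apart from its effect. The authors trimmed the reads, aligned them to GRCm39 with HISAT2 and quantified each gene with StringTie, and the values they deposited for each library were the mean coverage per base, FPKM and TPM of 56884 genes. The counts that the authors tested with DESeq2 were not analysed here. The largest ratio of coverage to FPKM among expressed genes was taken as the total length of aligned reads in each library. It was 5.96, 7.50 and 5.95 Gb in PPARγ2 K382Q-overexpressing cells and 7.79, 8.15 and 6.53 Gb in PPARγ2 K382R-overexpressing cells. A TPM above 0 was listed for 22663 to 23147 genes (median 22948) in the first group and for 22899 to 23837 genes (median 23470) in the second. Genes were compared with limma on log2(TPM + 0.5), over the 15426 genes with a TPM of at least 0.5 in at least 3 of the 6 libraries, with Benjamini-Hochberg adjustment. The pseudocount of 0.5 draws the log2 fold changes of low genes towards 0. With 3 replicates per group, an exact permutation test of a single gene cannot give a two-sided p-value below 0.1, so each gene's test relies on the spread shared across genes. Libraries were also simulated from the mean of each gene over all 6 libraries, and 200 of 15210 genes tested were changed. The same test called 195 of the changed genes in the right direction. All simulated changes were over 2-fold and none was in a low gene, so recall near 2-fold and among low genes was not tested. The first principal component of the 6 libraries held 61.3% of the variance and separated the mutants. The median log2 fold change of all tested genes between PPARγ2 K382Q-overexpressing cells and PPARγ2 K382R-overexpressing cells was -0.14, and median-ratio scaling of the TPM brought it to 0.0032, so a gene with no change on the TPM scale lies above the median gene.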

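Between the mutants, 599 genes passed the paper's thresholds, an adjusted p-value under 0.05 (limma with Benjamini-Hochberg adjustment) and a fold change over 2. Of these DEGs, 196 were higher and 403 lower in PPARγ2 K382Q-overexpressing cells, a share of 32.7% higher. Without the threshold on the fold change, 7415 genes had an adjusted p-value under 0.05. The values of the replicates did not overlap between the mutants for 591 of the 599 DEGs. Among all tested genes this held for 57.0%, where chance gives 10%. Of the DEGs, 501 were annotated as protein-coding and 13 as mitochondrial tRNA. Scaling changed the balance of the directions. With median-ratio scaling, 287 genes were higher and 297 lower (49.1% higher), and with quantile normalization 277 were higher and 306 lower (47.5% higher). All 196 higher DEGs and 297 of the 403 lower DEGs were also called with median-ratio scaling. A pseudocount of 0.1 gave 286 higher and 603 lower DEGs. Among DEGs with a mean TPM of at least 5 and no overlap between the mutants, the 5 largest increases were those of *Depp1*, *Ghrh*, *Ndufa4l2*, *Selenbp1* and *Ppp1r3c*, with log2 fold changes of 4.62, 3.60, 3.42, 3.05 and 2.91. *Depp1* was listed at 0 in 2 of the 3 libraries of PPARγ2 K382R-overexpressing cells, so the size of its change depends on the pseudocount. The 5 largest decreases were those of *Acta2*, *Ramp2*, *Cd24a*, *Prl2c2* and *Gm7040*, with log2 fold changes of -3.44, -2.79, -2.79, -2.77 and -2.75. The call of *Ramp2* rested on single libraries. Its adjusted p-value of 0.0175 (limma) became 0.0568 without K382Q replicate 1, 0.0577 without K382Q replicate 3 and 0.0537 without K382R replicate 1, and was between 0.00329 and 0.0799 over all alternatives. *Prl2c2* belongs to a family of near-identical copies and *Gm7040* is annotated as an unprocessed pseudogene, so their TPM can hold reads of other copies.

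**Figure D1:**
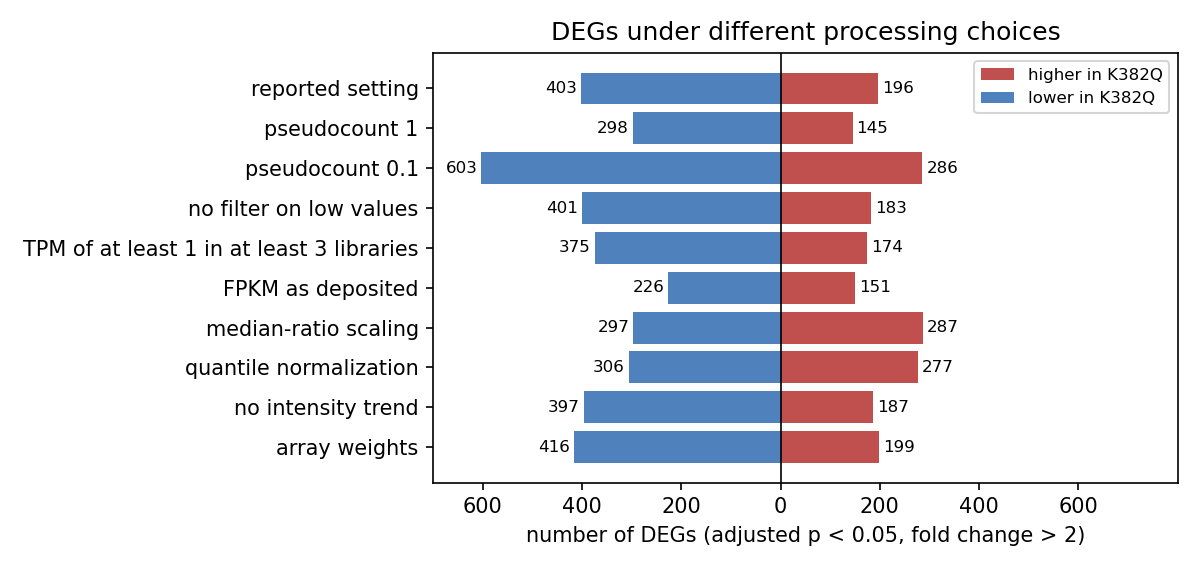
Number of DEGs higher (right, red) and lower (left, blue) in PPARγ2 K382Q-overexpressing cells than in PPARγ2 K382R-overexpressing cells under the reported setting and 9 alternatives, with the count beside each bar. The reported setting gave 196 higher and 403 lower DEGs, and median-ratio scaling 287 and 297.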

Compared with PPARγ2^K382R^-overexpressing cells, 476 upregulated and 602 downregulated DEGs were detected in PPARγ2^K382Q^-overexpressing cells. 

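*Ucp1*, *Ppargc1a*, *Elovl3* and *Cidea* were each higher in all 3 libraries of PPARγ2 K382Q-overexpressing cells than in any library of PPARγ2 K382R-overexpressing cells. *Ucp1* (ENSMUSG00000031710.5, chromosome 8, 84016981 to 84025081 of GRCm39) encodes the uncoupling protein of brown fat mitochondria. Its TPM was 0.917 ± 0.0881 (SD, n = 3) in PPARγ2 K382Q-overexpressing cells and 0.0863 ± 0.0655 (SD, n = 3) in PPARγ2 K382R-overexpressing cells. Its log2 fold change was 1.28 (standard error 0.197, adjusted p = 0.00117, limma with Benjamini-Hochberg adjustment). The transcript was rare in both groups, with a mean coverage of 1.99 to 2.94 reads per base in PPARγ2 K382Q-overexpressing cells and 0.134 to 0.488 in PPARγ2 K382R-overexpressing cells, and its log2 fold change followed the pseudocount. The log2 ratio of the mean TPM, with no pseudocount, was 3.41. The log2 fold change was 0.82 with a pseudocount of 1, which is below the threshold of 2-fold, and 2.50 with a pseudocount of 0.1. *Ppargc1a* (ENSMUSG00000029167.14) encodes the coactivator PGC-1α. Its TPM was 4.62 ± 0.363 (SD, n = 3) against 1.78 ± 0.219 (SD, n = 3), with a log2 fold change of 1.17 (standard error 0.122, adjusted p = 0.000163, limma). *Elovl3* (ENSMUSG00000038754.6, chromosome 19, 46120336 to 46124133) was the most abundant of the 4, at a TPM of 279 ± 5.98 (SD, n = 3) against 130 ± 0.70 (SD, n = 3). Its log2 fold change was 1.10 (standard error 0.0282, adjusted p = 2.93e-07, limma). *Cidea* (ENSMUSG00000024526.10, chromosome 18, 67476674 to 67500855) encodes a lipid droplet protein. Its TPM was 4.53 ± 0.212 (SD, n = 3) against 0.431 ± 0.322 (SD, n = 3), with a log2 fold change of 2.49 (standard error 0.251, adjusted p = 0.000137, limma) and a log2 ratio of the mean TPM of 3.39. All 4 remained DEGs with each library left out in turn.

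**Figure D2:**
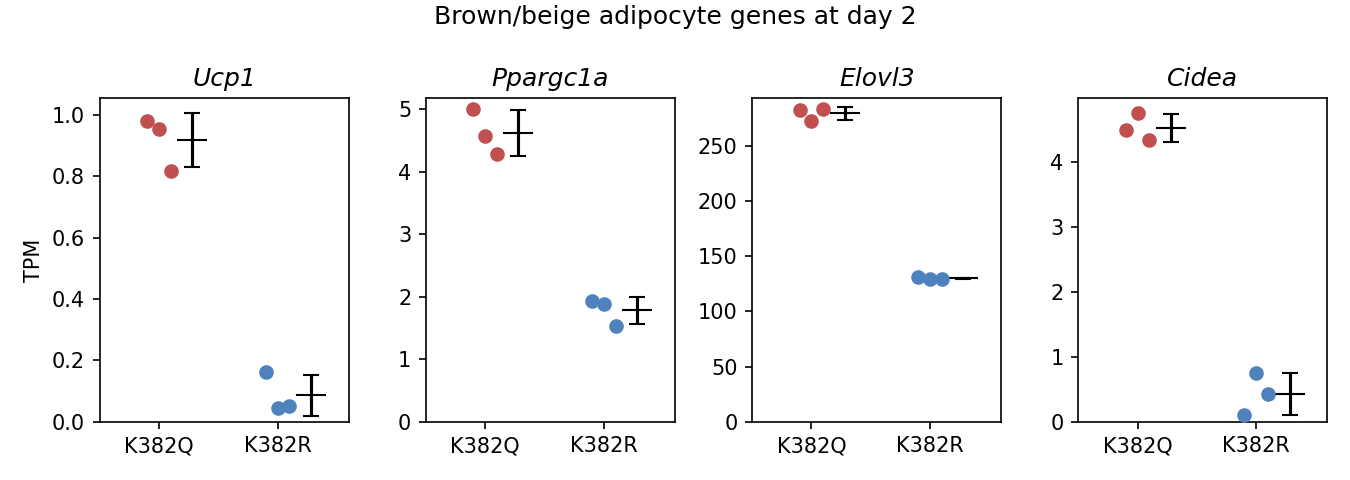
TPM of *Ucp1*, *Ppargc1a*, *Elovl3* and *Cidea* in the 3 libraries of each mutant at day 2 (points; linear axis from 0, with its own scale for each gene), with the mean and SD as a black bar. Every library of PPARγ2 K382Q-overexpressing cells lies above every library of PPARγ2 K382R-overexpressing cells for each gene.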

Among the upregulated genes, *Ucp1*, *Ppargc1a*, *Elovl3* (ELOVL fatty acid elongase 3), and *Cidea* (cell death-inducing DNA fragmentation factor and alpha subunit-like effector A) were preferentially expressed in differentiating brown/beige adipocytes (Figure 4A). Enrichment analysis based on the GO biological process gene set showed that the 476 upregulated genes were enriched for terms related to brown fat cell differentiation and positive regulation of cold-induced thermogenesis (Figure 4B). qPCR analysis confirmed that the expression levels of a large number of genes involved in brown/beige adipocyte differentiation were significantly higher in PPARγ2^K382Q^-overexpressing cells (Figure 4C and Figure S3A). 

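GO terms were not tested here, and gene lists written by hand were tested in their place with camera, a limma test of whether a list stands apart from the other genes, with Benjamini-Hochberg adjustment over 13 lists. Of the 21 browning and brown/beige genes with mouse primers in Table S1, 20 were tested, and their median log2 fold change was 1.17 (adjusted p = 2.33e-21, camera in limma). Of these 20, 19 had an adjusted p-value under 0.05 over all genes tested, and also 19 when adjusted over the list alone, all higher in PPARγ2 K382Q-overexpressing cells. Part of this list was measured by the paper to follow up its RNA-seq data. Its median, its camera p-value and its counts are therefore not independent evidence. In all, 12 of the 20 were DEGs. A list of 30 brown and beige adipocyte markers drawn up from general knowledge had 23 tested genes with a median log2 fold change of 0.94 (adjusted p = 1.13e-11, camera in limma). Of these, 16 were higher and 2 lower at an adjusted p-value under 0.05 over all genes tested, and 17 higher and 3 lower when adjusted over the list alone. The 14 markers of this list that Table S1 does not hold had a median of 0.74, with 8 higher and 2 lower. Both lists also passed with fry and with the inter-gene correlation estimated from the data, with an adjusted p of 0.0216 for each in the latter. General adipocyte genes, such as those of lipid storage and fatty acid synthesis, moved in both directions. Of 30 tested, 14 were higher and 7 lower at an adjusted p-value under 0.05 over all genes tested, against 14 and 8 when adjusted over the list alone, and their median log2 fold change was 0.06 (adjusted p = 0.000189, camera in limma). This list passed with fry and not with the estimated correlation. Under the alternatives its median lay between 0.03 and 0.21. From the enrichment of the upregulated genes for brown fat cell differentiation and thermogenesis, together with its qPCR data and its *Sirt7* KD cells, the paper concludes that deacetylation of PPARγ2 at K382 by SIRT7 suppresses beige adipocyte differentiation.

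**Figure D3:**
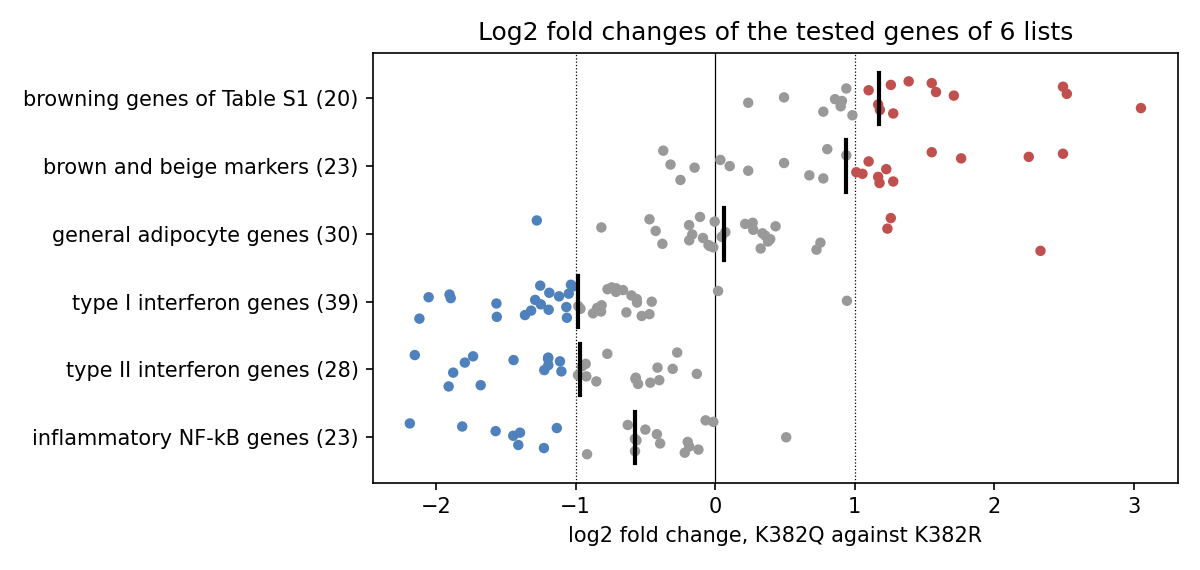
Log2 fold change (horizontal axis) of each tested gene of 6 gene lists (number tested in parentheses) in PPARγ2 K382Q-overexpressing cells against PPARγ2 K382R-overexpressing cells. Points are genes, red and blue for DEGs and grey for others, black bars are medians and dotted lines mark a fold change of 2. The medians run from 1.17 for the browning genes of Table S1 to -0.98 for type I interferon genes.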

Consistently, the expressions of these genes were significantly increased in beige adipocytes from *Sirt7* KD mouse scWAT SVF cell lines (Figure 4D and Figure S3B). Taken together, these results indicate that SIRT7-mediated PPARγ2 deacetylation at K382 suppresses beige adipocyte differentiation.

### 3.4. Acetylation of PPARγ2 at K382 Represses the Expression of Type I and Type II Interferon-Stimulated Genes in Beige Adipocytes

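All 12 interferon (IFN)-stimulated genes (ISGs) with mouse primers in Table S1 were DEGs and lower in PPARγ2 K382Q-overexpressing cells, with a median log2 fold change of -1.41 (adjusted p = 3.9e-08, camera in limma). All 12 also passed when adjusted over the list alone. The median, camera p-value and counts of this list are not independent evidence, because the paper measured these genes to follow up its RNA-seq data. In every one the 3 libraries of PPARγ2 K382Q-overexpressing cells lay below the 3 of PPARγ2 K382R-overexpressing cells. *Ccl2* (ENSMUSG00000035385.6, chromosome 11, 81926397 to 81928279 of GRCm39), a chemokine, had the largest change in the reported setting, a log2 fold change of -1.99. It went from a TPM of 267 ± 7.14 (SD, n = 3) in PPARγ2 K382R-overexpressing cells to 66.9 ± 2.41 (SD, n = 3). Its adjusted p was 1.99e-07 (limma). *Ccl5* was nearly level, at -1.98, and the order of this pair depended on the setting. *Ccl5* fell more with a pseudocount of 0.1, with array weights and without K382Q replicate 2. *Ccl2* fell more with FPKM, median-ratio scaling and quantile normalization, among others. *Irf7* (ENSMUSG00000025498.16, chromosome 7, 140842619 to 140846394), a transcription factor of the type I IFN response, had a TPM of 126 ± 5.25 (SD, n = 3) in PPARγ2 K382R-overexpressing cells and 32.6 ± 2.66 (SD, n = 3) in PPARγ2 K382Q-overexpressing cells. Its log2 fold change was -1.94 (standard error 0.0614, adjusted p = 6.92e-07, limma). The log2 fold change of *Tlr2*, -1.24, was -0.89 with FPKM in place of TPM. That of *Oas1g*, -1.20, depended on 1 library and was -0.99 without K382Q replicate 1. *Oas1a* and *Oas1g* are neighbouring paralogs, between which reads can be shared. Lists of type I and type II IFN genes that share no gene with Table S1 fell as well. Of 39 type I IFN genes tested, 36 were lower and 1 higher at an adjusted p-value under 0.05 over all genes tested, against 37 and 1 when adjusted over the list alone. Their median log2 fold change was -0.98 (adjusted p = 9.49e-13, camera in limma) and 19 were DEGs. All 28 type II IFN genes tested were lower by both adjustments, with a median of -0.97 (adjusted p = 6.89e-11, camera in limma) and 13 DEGs. Of 23 inflammatory genes downstream of NF-κB, 18 were lower and 1 higher by both adjustments (adjusted over the list alone and over all genes tested), with a median of -0.57 (adjusted p = 4.93e-05, camera in limma). These 4 lists passed with fry. With the inter-gene correlation estimated from the data, their adjusted p-values were 0.0652, 0.0874, 0.0652 and 0.0844.

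**Figure D4:**
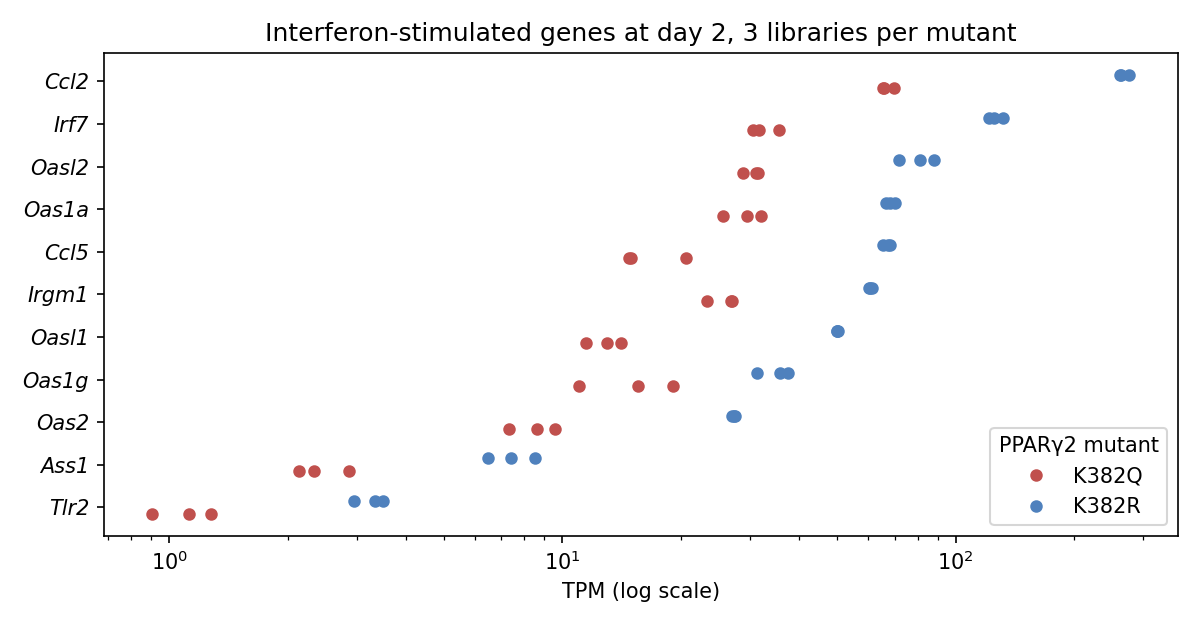
TPM (log axis) of 11 of the 12 ISGs of Table S1 in the 3 libraries each of PPARγ2 K382Q-overexpressing cells (red) and PPARγ2 K382R-overexpressing cells (blue), ordered by their mean in the latter. For each gene the red points lie to the left of the blue points, with *Ccl2* falling from 267 to 66.9 on average.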

GO analysis of the downregulated genes in PPARγ2^K382Q^-overexpressing cells revealed significant enrichment for terms related to cellular response to interferon (IFN)-beta, cellular response to type II IFN, cellular response to IFN-alpha, and type I IFN-mediated signaling pathway (Figure 5A,B). PRDM16 was previously shown to repress the type I IFN response in preadipocytes derived from scWAT to promote mitochondrial and thermogenic programming [34]. Given that the expression of the *Prdm16* gene was upregulated in PPARγ2^K382Q^-overexpressing cells (Figure 3C), the acetylation of PPARγ2 at K382 may repress the expression of IFN-stimulated genes (ISGs) via *Prdm16* gene induction in beige adipocytes. Indeed, qPCR analysis confirmed that the expression levels of type I ISGs, such as *irf7*, *oas1a*, *oas1g*, *oas2*, *oasl1,* and *oasl2,* and of type II ISGs, such as *Ass1*, *ccl2, ccl5*, *flnb*, *irgm1,* and *tlr2*, were significantly downregulated in PPARγ2^K382Q^-overexpressing cells compared with PPARγ2^K382R^-overexpressing cells (Figure 5C). Consistently, the expression levels of these genes were substantially reduced in *Sirt7* KD mouse scWAT SVF cell lines at 48 h post-beige adipocyte differentiation (Figure 5D). These results indicate that SIRT7-mediated PPARγ2 deacetylation at K382 maintains the expression of ISGs in beige adipocytes.

### 3.5. Acetylation of PPARγ2 at K382 Strongly Recruits PRDM16 and PGC-1α and Activates PPARγ2 Transcriptional Activity in Beige Adipocytes

To elucidate the molecular mechanisms underlying the effect of the acetylation status of PPARγ2 at K382 on browning marker gene expression, we compared PPARγ2^K382R^ and PPARγ2^K382Q^ in terms of their binding to the transcriptional coactivators of browning PRDM16 and PGC-1α. The interaction of PRDM16 with PPARγ2^K382R^ or PPARγ2^K382Q^ was confirmed using a co-immunoprecipitation assay. As shown in Figure 6A, PPARγ2^K382Q^ showed a 7-fold increased interaction with PRDM16 compared with PPARγ2^K382R^. Similarly, the interaction with PGC-1α was increased more than 2-fold for PPARγ2^K382Q^ compared with PPARγ2^K382R^ (Figure 6B). These results suggest that PPARγ2^K382Q^ drives beige adipocyte differentiation by interacting with transcriptional coactivators of browning.

Next, to interpret the functional significance of this interaction, we examined the transcriptional activities of PPARγ2^K382R^ and PPARγ2^K382Q^ using a PPAR responsive element (PPRE)-driven luciferase reporter assay. PPARγ2^K382Q^ showed a 10-fold increase in transcriptional activity compared with PPARγ2^K382R^ in beige adipocytes from mouse scWAT SVF cell lines, even though the protein levels of PPARγ2^K382R^ and PPARγ2^K382Q^ were almost equal (Figure 6C). Consistently, in the same PPRE-driven luciferase reporter assay, the transcriptional activity of PPARγ2 was more than 4-fold higher in beige adipocytes from *Sirt7* KD mouse scWAT SVF cell lines compared with control cells (Figure 6D). Taken together, these results demonstrate that SIRT7 deficiency facilitates PPARγ2 acetylation at K382, thereby enhancing the interaction with PRDM16 and PGC-1α and promoting PPARγ2 transcriptional activity in differentiated beige adipocytes.

Conversely, in undifferentiated mouse scWAT SVF cell lines, the transcriptional activity of PPARγ2^K382Q^ was almost 3-fold lower than that of PPARγ2^K382R^ (Figure S4A), and SIRT7 deficiency decreased PPARγ2 transcriptional activity by more than 2-fold (Figure S4B). These findings suggest that, in terms of beige adipocyte precursors, the SIRT7-mediated deacetylation of PPARγ2 at K382 maintains PPARγ2 transcriptional activity.

### 3.6. SIRT7 Substantially Dissociates from PPARγ2 at the Onset of Beige Adipocyte Differentiation

Given that SIRT7 suppresses the PPARγ2 transcriptional activity required for differentiated beige adipocytes, we wondered how endogenous SIRT7 regulates PPARγ2 transcriptional activity during beige differentiation. First, we examined the amount of SIRT7 at the onset of beige adipocyte differentiation by Western blotting. As shown in Figure 7A, SIRT7 protein levels were similar at 24 h and 48 h post-beige adipocyte differentiation in mouse scWAT SVF cell lines. Next, we used co-immunoprecipitation to investigate the interaction between endogenous PPARγ2 and SIRT7 at the onset of beige adipocyte differentiation. The interaction of PPARγ2 with SIRT7 was nearly 3-fold lower at 48 h post-differentiation compared with 24 h (Figure 7A). Consistently, the acetylation level of PPARγ2 was increased at 48 h post-differentiation compared with 24 h (Figure 7B). These results suggest that SIRT7 substantially dissociates from PPARγ2 at the onset of beige adipocyte differentiation to release the brake on differentiation.

## 4. Discussion

Both the activation and suppression mechanisms of AT browning are receiving considerable attention for the management of various metabolic disorders, including metabolic syndrome and cachexia [12]. We recently reported that browning-related gene expression was significantly elevated in inguinal WAT of norepinephrine-treated *Sirt7* AdKO mice compared with control mice [19]. The present results demonstrate that SIRT7 deficiency enhances beige adipocyte differentiation from mouse scWAT and human scBAT SVF cells. We also elucidated the molecular mechanism of the SIRT7-mediated suppression of AT browning, finding that SIRT7-mediated deacetylation of PPARγ2 at K382 interferes with the interaction with PRDM16 and PGC-1α. This suppresses the PPARγ2 transcriptional activity essential for beige adipocyte differentiation. Thus, this study establishes that SIRT7 is the only sirtuin family member to act as a critical thermogenic suppressor that puts the brake on AT browning.

PPARγ is a master regulator of adipogenesis and lipid metabolism that governs distinct downstream transcriptional targets in all three types of adipocytes [35]. In different cells or in response to different stimuli, PPARγ is subjected to various post-translational modifications and forms distinct complexes with cofactors and transcription partners to regulate specific transcriptional targets [36]. Based on these mechanisms, functionally selective PPARγ modulators have been developed that control the expression of a unique subset of PPARγ target genes without affecting the expression of classical white adipogenic genes [36]. We previously reported that SIRT7-mediated PPARγ2 deacetylation at K382 enhances lipogenesis in C3H10T1/2-derived white adipocytes but has no effect on white adipocyte differentiation [20]. In the present study, we demonstrated that SIRT7-mediated PPARγ2 deacetylation at K382 suppresses beige adipocyte differentiation. Thus, the acetylation status of PPARγ2 at K382 could produce distinct outcomes in different cellular contexts. Mechanistically, we elucidated that the deacetylation of PPARγ2 at K382 interferes with the interaction with PRDM16 and PGC-1α, which are essential for PPARγ2 transcriptional activation in beige adipocyte differentiation. A systematic search for cofactors or transcription factors interacting with PPARγ2^K382R^ in white adipocytes would help to elucidate the molecular mechanism of SIRT7-enhanced lipogenesis. We also found that the transcriptional activity of PPARγ2^K382R^ was significantly higher than that of PPARγ2^K382Q^ in adipocyte precursors. This finding supports the assumption that the SIRT7-mediated deacetylation of PPARγ2 at K382 is important in the maintenance of adipocyte precursors. Further studies of PPARγ2 downstream genes and PPARγ2^K382R^ transcriptional complexes in adipocyte precursors are necessary to uncover the role and precise mechanism of SIRT7 in adipose stem/precursor cells. In addition, we recently reported that SIRT7 suppresses energy expenditure in brown adipocytes in an insulin-like growth factor 2 mRNA-binding protein 2 (IGF2BP2/IMP2)-dependent manner, at least in part, without influencing brown adipocyte differentiation [19]. Accordingly, it is worth investigating whether the SIRT7-dependent deacetylation of PPARγ2 at K382 plays an important role in brown adipocytes. Given that PPARγ1 has the same ligand-binding domain as PPARγ2 and is expressed in a wide variety of tissues or cells, we expect the development of compounds that modulate the acetylation of K352 in PPARγ1 (K382 in PPARγ2), which may have benefits for various tissues affected by metabolic disorders.

SIRT1, 5, and 6 are major positive regulators of AT browning [37]. In particular, the underlying mechanism of SIRT1-enhanced AT browning has been elucidated: SIRT1 deacetylates PPARγ at K268 and K293, which recruits PRDM16, resulting in the selective induction of browning genes [16]. Nonetheless, SIRT1 does not constitutively induce browning genes in inguinal WAT at ambient temperature, and the mechanism by which SIRT1 is unable to deacetylate PPARγ at K268 and K293 in adipocyte precursors is still unclear. In the present study, we demonstrated that the SIRT7-regulated acetylation status of PPARγ2 at K382 is particularly important for beige adipocyte differentiation in the early onset of differentiation. We also observed that SIRT1 only weakly interacts with PPARγ2^K382R^ compared with PPARγ2^K382Q^ (Figure S5). Therefore, we propose the following model in which SIRT7 and SIRT1 cooperatively and sequentially regulate AT browning. In adipocyte precursors, SIRT7 deacetylates PPARγ2 at K382, limiting its interaction with PRDM16 and SIRT1, resulting in the repression of browning genes. Upon differentiation, PPARγ2 dissociates from SIRT7, thereby triggering the acetylation of PPARγ2 at K382. PPARγ2 acetylated at K382 recruits PRDM16 and PGC-1α and thus enhances beige adipocyte differentiation. Subsequently, SIRT1 deacetylates PPARγ at K268 and K293, which further recruits PRDM16, resulting in the full induction of browning genes. It will be interesting to determine whether SIRT1 contributes to the early onset of beige adipocyte differentiation, which has not yet been examined, and whether selective activators of SIRT1 further enhance beige adipocyte differentiation from *Sirt7* KD scWAT SVF cells.

Type I IFN signaling is critical for antiviral defense; however, low basal levels of type I IFN are also observed across various cell types in the absence of infection and are important for the activity of certain cell populations [38,39]. Kissig et al. reported that the ectopic activation of type I IFN signaling in brown and beige adipocyte precursors attenuated the expression of brown fat signature genes, such as *Ucp1* and *Cidea*, and caused profound mitochondrial dysfunction [34]. Furthermore, they revealed that PRDM16 limits the activation of IFN-induced genes by competing with IFN regulatory factor 1 (IRF1) for binding to IRF-E response elements at ISG promoters, thereby maintaining mitochondrial and thermogenic function in brown/beige adipocytes [34]. Kumari et al. reported that KO mice of IRF3, which is a key transcriptional regulator of type I IFN-dependent immune responses, have increased energy expenditure due to enhanced AT browning [40]. These reports suggest that type I IFN signaling serves as a critical brake on the thermogenic program in beige adipocyte precursors. In the present study, we demonstrated that SIRT7 deficiency and acetylation of PPARγ2 at K382 repress the expression of ISGs in beige adipocytes. Although it is suggested that reduced ISG expression in PPARγ2^K382Q^-overexpressing cells was mainly through *Prdm16* gene induction, other possibilities are not ruled out, because *Prdm16* gene induction was much higher in *Sirt7* KD cells than in PPARγ2^K382Q^-overexpressing cells while ISG suppression was lower. The expression of *Ppargc1a* was significantly activated in PPARγ2^K382Q^-overexpressing cells. 

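At day 2, *Ppargc1a* (chromosome 5, 51611592 to 51725068 of GRCm39) was a DEG under all 19 alternative settings tried. Its log2 fold change in PPARγ2 K382Q-overexpressing cells against PPARγ2 K382R-overexpressing cells was between 1.01 and 1.48 over these settings, and between 1.09 and 1.22 with each of the 6 libraries left out in turn. The lowest TPM among PPARγ2 K382Q-overexpressing cells, 4.28, was above the highest among PPARγ2 K382R-overexpressing cells, 1.93.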

A previous report [41] showed that PGC-1α suppresses the induction of IRF1 expression and phosphorylation of STAT1, an essential transcriptional activator of IRF1, suggesting that *Ppargc1a* gene induction in PPARγ2^K382Q^-overexpressing cells may contribute to the reduction in ISG expression. Taken together, our findings indicate that SIRT7-mediated PPARγ2 deacetylation at K382 suppresses the thermogenic programming of beige adipocyte precursors by maintaining the expression of ISGs, at least in part.

This study has several limitations. First, although we demonstrated that deacetylation of PPARγ2 at K382 suppresses beige adipocyte differentiation, we did not directly demonstrate SIRT7-mediated deacetylation of PPARγ2 at K382 during this process. Second, SIRT7 also functions as a lysine deacylase, mediating depropionylation and demyristoylation [29]; however, the contributions of these deacylase activities to beige adipocyte differentiation remain unclear. Third, we were unable to determine the reasons for the differences in lipid droplet accumulation between *Sirt7* KD mouse scWAT cells and SIRT7 KD human scBAT cells. Fourth, the sample size of in vitro experiments (Figure 2, Figure 3, Figure 4 and Figure 5) was small, although some experiments were independently replicated using cells derived from different KD lines or passages. Nevertheless, this study has yielded important results. Larger, but otherwise similar, studies are required to reconfirm these findings.

## 5. Conclusions

In conclusion, AT browning has emerged as a promising therapeutic target for decreasing body weight and improving insulin sensitivity in obesity and diabetes. However, in individuals with burns or cancer, AT browning exhibits adverse clinical outcomes related to cachexia, hepatic steatosis, and muscle catabolism [12]. Therefore, the development of therapeutic strategies for metabolic diseases requires approaches that precisely regulate both the induction and suppression of AT browning. This study suggests that SIRT7 acts as a brake in AT browning, and that it may be a potential target for the treatment of metabolic disorders, including hypermetabolic conditions.

## Figures and Tables

**Figure 1:**
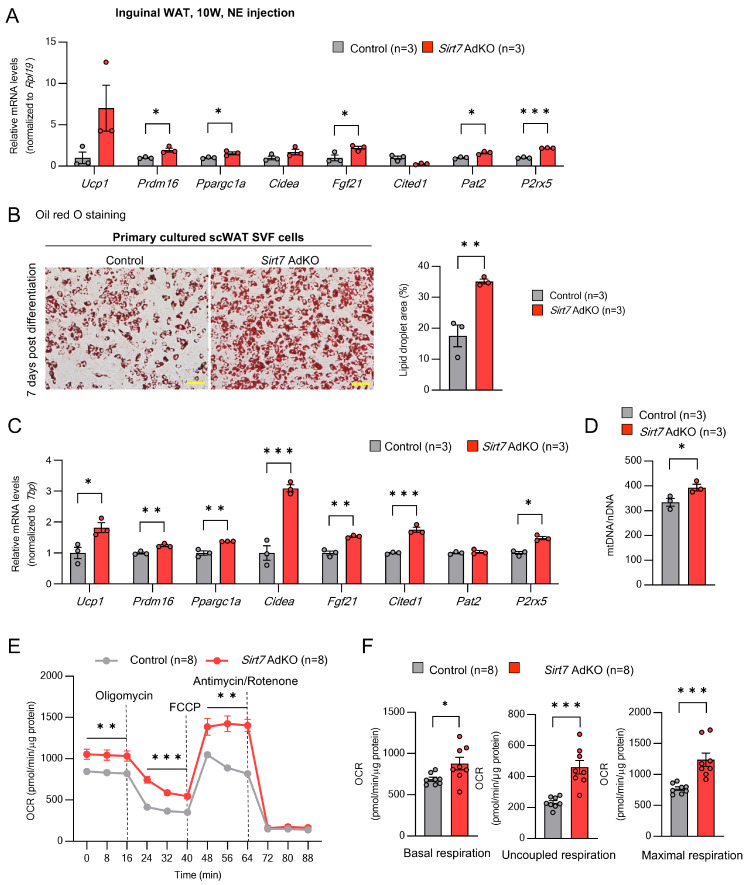
SIRT7 deficiency enhances beige adipocyte differentiation from primary cultured scWAT SVF cells of *Sirt7* AdKO mice. (**A**) Real-time qPCR analysis of browning marker genes in inguinal WAT of control (*Sirt7*^+/+^; *Adipoq*-Cre^+/−^) and *Sirt7* AdKO (*Sirt7*^fl/fl^; *Adipoq*-Cre^+/−^) mice treated with norepinephrine. (**B**) Oil red O staining of fully differentiated beige adipocytes (7 days post-differentiation) derived from cultured scWAT SVF cells isolated from control and *Sirt7* AdKO mice (left panel, scale bar = 100 μm), with quantification of lipid droplet area (right panel). (**C**) Expressions of browning marker genes analyzed by real-time qPCR in the differentiated cells described in (**B**). (**D**) Measurement of mtDNA copy number in the cells described in (**B**). (**E**,**F**) Mitochondrial stress test in the cells described in (**B**). OCR recorded over time (**E**) and quantification of mitochondrial respiration parameters (**F**). Data are presented as mean ± SEM. For (**B**–**D**), scWAT SVF cells were isolated from three mice per group. For (**E**,**F**), scWAT SVF cells were isolated from one mouse per group and independently cultured and differentiated into eight wells per group. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 with a two-tailed Student’s *t*-test.

**Figure 2:**
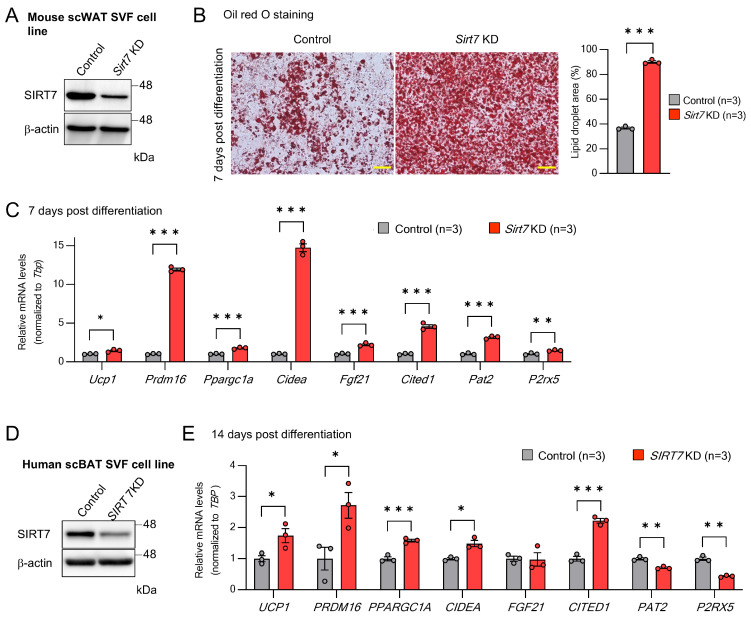
SIRT7 deficiency enhances beige adipocyte differentiation of mouse scWAT and human scBAT SVF cell lines. (**A**) Western blot analysis of SIRT7 in *Sirt7* KD mouse scWAT SVF cell lines. (**B**) Oil red O staining of fully differentiated (7 days post-differentiation) beige adipocytes from control and *Sirt7* KD mouse scWAT SVF cell lines (left panel, scale bar = 100 μm), and quantification of the stained oil red O area (right panel). (**C**) Real-time qPCR analysis of browning marker genes in the cells described in (**B**). (**D**) Western blot analysis of SIRT7 in *SIRT7* KD human scBAT SVF cell lines. (**E**) Realtime qPCR analysis of browning marker genes in fully differentiated (14 days post-differentiation) beige adipocytes from control and *SIRT7* KD human scBAT SVF cell lines. Data are presented as mean ± SEM of triplicates. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 with a two-tailed Student’s *t*-test.

**Figure 3:**
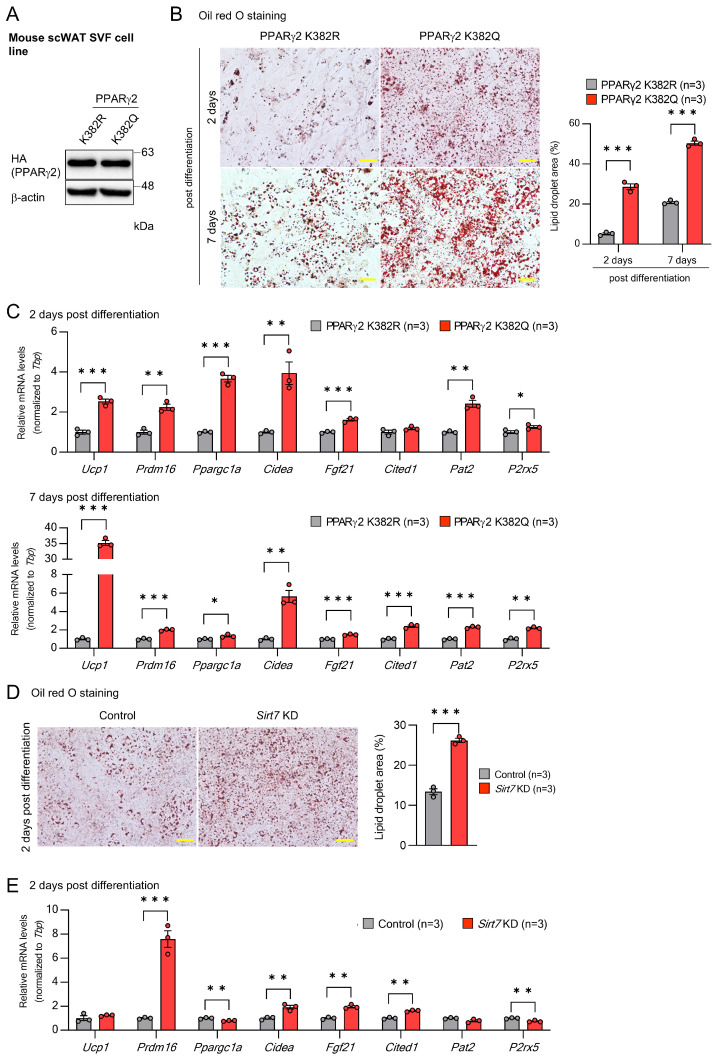
Acetylation of PPARγ2 at K382 enhances beige adipocyte differentiation. (**A**) Western blot analysis of PPARγ in PPARγ2^K382Q^- and PPARγ2^K382R^-overexpressing mouse scWAT SVF cell lines. (**B**) Oil red O staining of early differentiated (2 days post-differentiation) and fully differentiated (7 days post-differentiation) beige adipocytes from PPARγ2^K382Q^- and PPARγ2^K382R^-overexpressing mouse scWAT SVF cell lines (left panel, scale bar = 100 μm), and quantification of the stained oil red O area (right panel). (**C**) Real-time qPCR analysis of browning marker genes in the cells described in (**B**). (**D**) Oil red O staining of early differentiated (2 days post-differentiation) beige adipocytes from control and *Sirt7* KD mouse scWAT SVF cell lines (left panel, scale bar = 100 μm), and quantification of the stained oil red O area (right panel). (**E**) Real-time qPCR analysis of browning marker genes in the cells described in (**D**). Data are presented as mean ± SEM of triplicates. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 with a two-tailed Student’s *t*-test.

**Figure 4:**
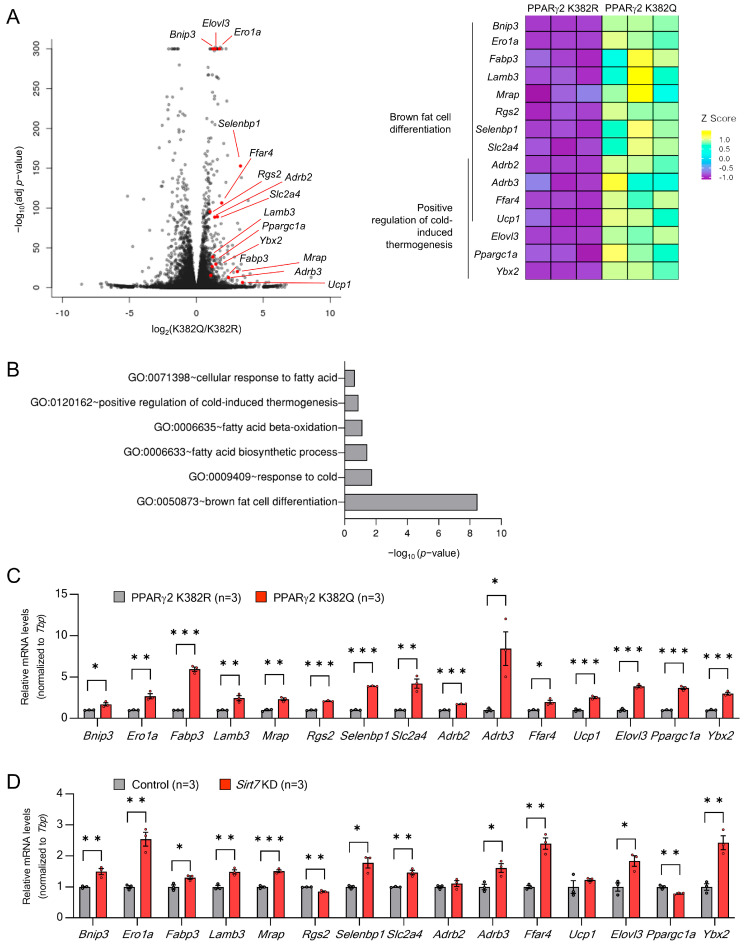
Acetylation of PPARγ2 at K382 enhances the expression of numerous genes involved in brown/beige adipocyte differentiation. (**A**,**B**) RNA-seq analysis of early differentiated (2 days post-differentiation) beige adipocytes from PPARγ2^K382Q^- and PPARγ2^K382R^-overexpressing mouse scWAT SVF cell lines. DEGs (adjusted *p*-value < 0.05, |Fold change| > 2) were used for GO analysis with DAVID. Volcano plot and heatmap of the DEGs (**A**) and biological processes in GO enrichment analysis (**B**) of the 476 upregulated genes in the PPARγ2^K382Q^-overexpressing cells compared with the PPARγ2^K382R^-overexpressing cells (FDR < 0.05). (**C**,**D**) Real-time qPCR analysis of brown/beige adipocyte differentiation marker genes in PPARγ2^K382Q^-overexpressing and PPARγ2^K382R^-overexpressing mouse scWAT SVF cell lines (**C**) and in control and *Sirt7* KD mouse scWAT SVF cell lines (**D**) at 48 h post-beige adipocyte differentiation. Data are presented as mean ± SEM of triplicates. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 with a two-tailed Student’s *t*-test.

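All 15 genes labelled in Figure 4A were higher in each library of PPARγ2 K382Q-overexpressing cells than in any library of PPARγ2 K382R-overexpressing cells, with an adjusted p-value under 0.05 (limma with Benjamini-Hochberg adjustment), and 11 of them also had a fold change over 2 on the log2(TPM + 0.5) scale. After *Selenbp1*, *Fabp3* and *Ffar4* had the largest log2 fold changes on this scale, 2.52 (standard error 0.241) and 1.71 (standard error 0.0588). The order depended on the pseudocount. With a pseudocount of 0.1, *Ucp1* (2.50) and *Adrb3* (2.16) were above *Ffar4* (1.74). By the log2 ratio of the mean TPM, *Ucp1* (3.41) was also above *Selenbp1* (3.16). The β-adrenergic receptor gene *Adrb3* had a log2 fold change of 1.55, from a TPM of 0.432 ± 0.188 (SD, n = 3) to 2.24 ± 0.589 (SD, n = 3). *Bnip3* and *Ero1a* were the most abundant, with a TPM of 742 ± 11.4 (SD, n = 3) and 872 ± 39.6 (SD, n = 3) in PPARγ2 K382Q-overexpressing cells. The remaining 4 genes, *Rgs2*, *Lamb3*, *Mrap* and *Ybx2*, had log2 fold changes of 0.90, 0.86, 0.91 and 0.98. With median-ratio scaling or quantile normalization all 15 genes passed 2-fold, while 10 genes did with a pseudocount of 1.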

**Figure 5:**
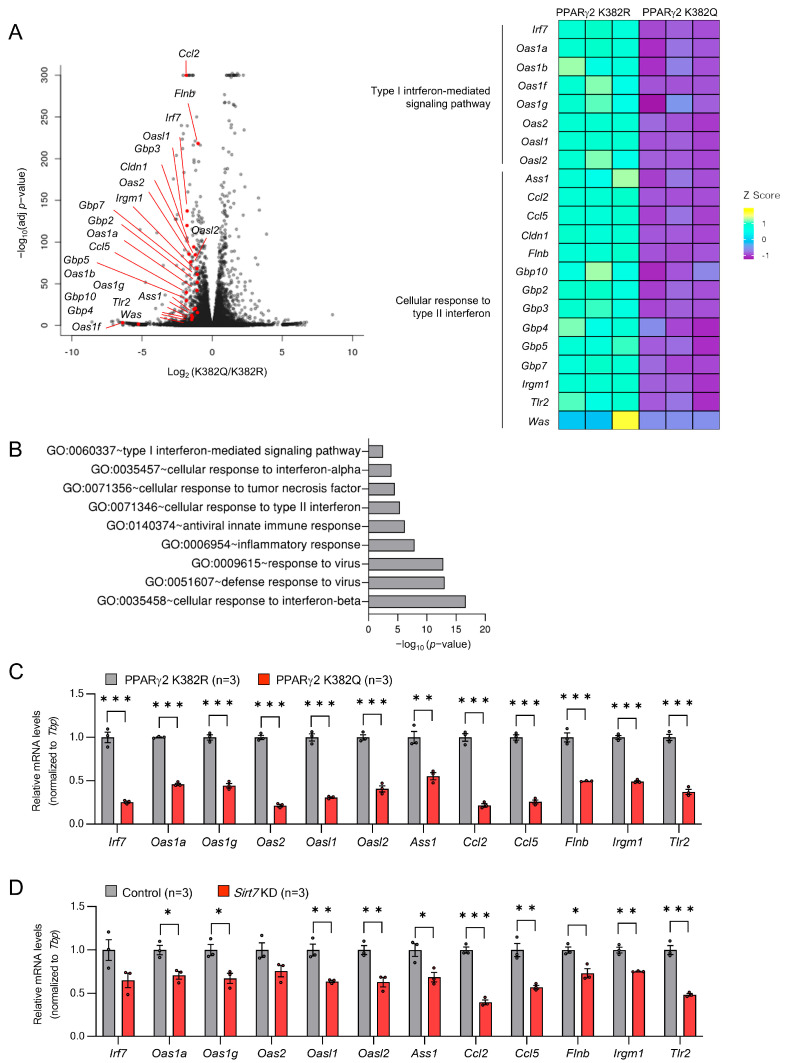
Acetylation of PPARγ2 at K382 represses the expression of type I and type II ISGs in beige adipocytes. (**A**,**B**) RNA-seq analysis of early differentiated (2 days post-differentiation) beige adipocytes from PPARγ2^K382Q^- and PPARγ2^K382R^-overexpressing mouse scWAT SVF cell lines. DEGs (adjusted *p*-value < 0.05, |Fold change| > 2) were used for GO analysis with DAVID. Volcano plot and heatmap of the DEGs (**A**) and biological processes in GO enrichment analysis (**B**) of the 602 downregulated genes in the PPARγ2^K382Q^-overexpressing cells compared with the PPARγ2^K382R^-overexpressing cells (FDR < 0.05). (**C**,**D**) Real-time qPCR analysis of type I and type II ISGs in PPARγ2^K382Q^-overexpressing and PPARγ2^K382R^-overexpressing mouse scWAT SVF cell lines (**C**) and in control and *Sirt7* KD mouse scWAT SVF cell lines (**D**) at 2 days post-beige adipocyte differentiation. Data are presented as mean ± SEM of triplicates. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001 with a two-tailed Student’s *t*-test.

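Of the 22 genes labelled in Figure 5A, 20 were tested and all 20 were DEGs and lower in PPARγ2 K382Q-overexpressing cells (limma with Benjamini-Hochberg adjustment). Outside Table S1, the largest falls were those of *Gbp5* and *Cldn1*, with log2 fold changes of -1.79 (standard error 0.156) and -1.73 (standard error 0.0674). Guanylate-binding protein genes *Gbp2*, *Gbp3*, *Gbp4*, *Gbp7* and *Gbp10* had log2 fold changes between -1.44 and -1.11. These genes lie in clusters of paralogs on chromosomes 3 and 5, so reads can be shared between them. *Gbp4* was near the filter, at a TPM of 0.539 ± 0.167 (SD, n = 3) against 1.73 ± 0.185 (SD, n = 3), and did not reach 2-fold with a pseudocount of 1 or with FPKM, with log2 fold changes of -0.83 and -0.70. *Oas1f* and *Was* were below the filter and were not tested. Both were listed at 0 in the 3 libraries of PPARγ2 K382Q-overexpressing cells. In PPARγ2 K382R-overexpressing cells, *Oas1f* had a TPM of 0.139, 0.160 and 0.116, and *Was* of 0.0948, 0.0806 and 0.486. The number of DEGs among the 22 genes was between 18 and 20 under the alternatives.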

**Figure 6:**
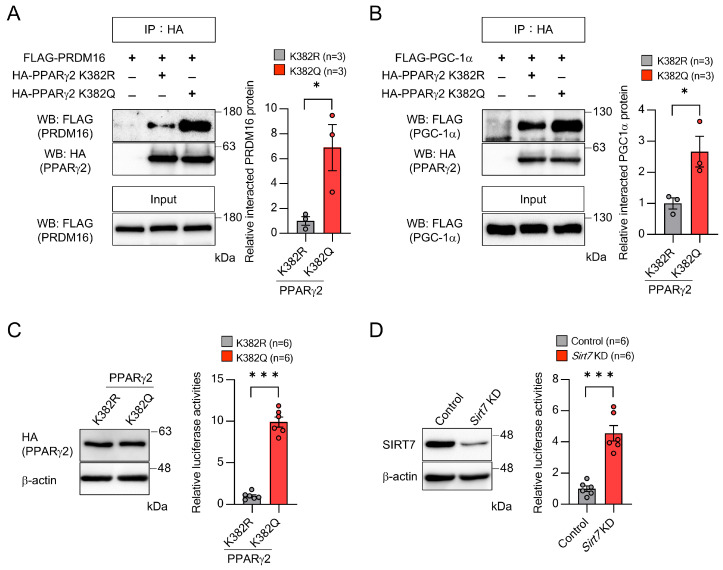
Acetylation of PPARγ2 at K382 strongly recruits PRDM16 and PGC-1α and activates PPARγ2 transcriptional activity in beige adipocytes. (**A**,**B**) Co-immunoprecipitation assay detecting the interaction of 3 × HA-PPARγ2^K382R^ or 3 × HA-PPARγ2^K382Q^ with FLAG-PRDM16 (**A**) and with PGC-1α (**B**) in HEK293T cells (left panel). The relative interaction of PPARγ2 with PRDM16 (**A**) and with PGC-1α (**B**) was quantified by normalization to immunoprecipitated PPARγ2 (right panel). (**C**,**D**) PPRE-driven luciferase reporter assay for assessing the transcriptional activities of PPARγ2. Differentiated PPARγ2^K382R^- or PPARγ2^K382Q^-overexpressing mouse scWAT SVF cell lines (**C**) and control or *Sirt7* KD mouse scWAT SVF cell lines (**D**) were transfected with pUC-3 × PPRE-tk-LUC and pRL-TK. Protein levels of PPARγ2 and SIRT7 were determined using Western blotting (left panel). Luciferase activity was determined after 24 h (right panel). WB, Western blotting; IP, immunoprecipitation. Data are presented as mean ± SEM of three independent experiments. * *p* < 0.05, *** *p* < 0.001 with a two-tailed Student’s *t*-test.

**Figure 7:**
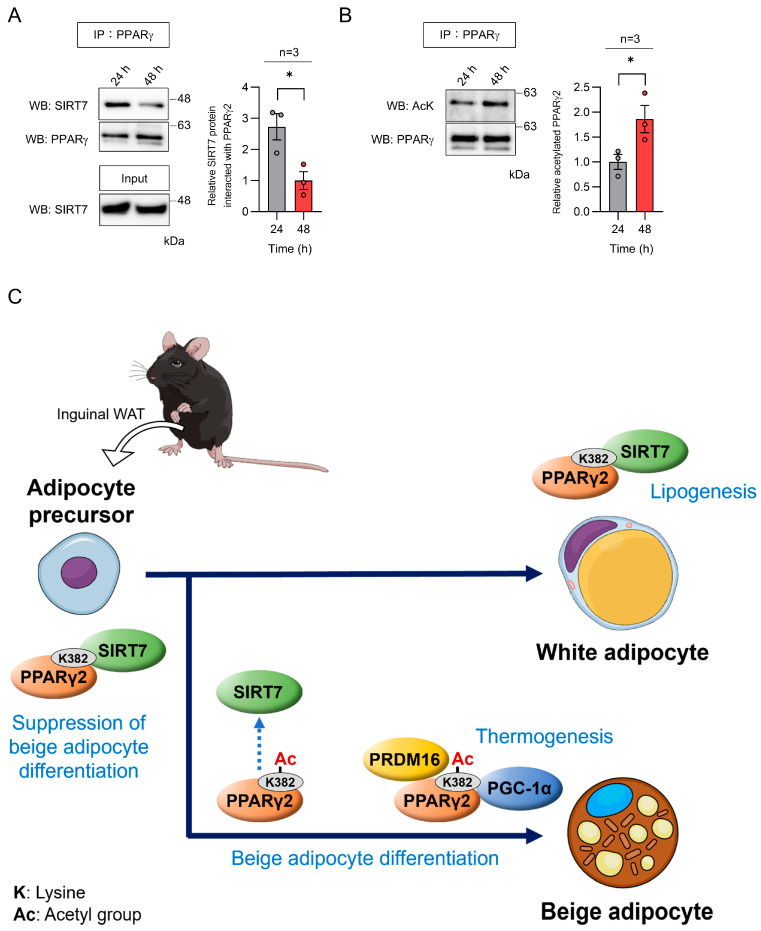
SIRT7 substantially dissociates from PPARγ2 at the onset of beige adipocyte differentiation. (**A**) Co-immunoprecipitation assay detecting the interaction between endogenous PPARγ and SIRT7 at 24 h and 48 h post-beige adipocyte differentiation in mouse scWAT SVF cell lines (left panel). The relative interaction of SIRT7 with PPARγ was quantified by normalization to immunoprecipitated PPARγ (right panel). (**B**) Acetylation assay for endogenous PPARγ at 24 h and 48 h post-beige adipocyte differentiation in mouse scWAT SVF cell lines (left panel). Quantification of the acetylated PPARγ relative to immunoprecipitated PPARγ (right panel). (**C**) Proposed model for the suppression of beige adipocyte differentiation via SIRT7-dependent deacetylation of PPARγ2. See Discussion for details. WB, Western blotting; IP, immunoprecipitation; AcK, acetylated lysine. Data are presented as mean ± SEM of three independent experiments. * *p* < 0.05 with a two-tailed Student’s *t*-test.

## Data Availability

RNA-seq datasets generated during this study are available at Gene Expression Omnibus (GEO). Accession number: GSE317859. The data that support the findings of this study are available from the corresponding author upon reasonable request.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells15111028/s1, Figure S1: Real-time qPCR analysis of beige adipocytes from mouse scWAT SVF cell lines and brown adipocytes from mouse BAT SVF cell lines; Figure S2: Oil red O staining of fully differentiated beige adipocytes from control and *Sirt7* KD human scBAT SVF cell lines; Figure S3: Acetylation of PPARγ2 at K382 enhances the expression of numerous genes involved in brown/beige adipocyte differentiation; Figure S4: SIRT7-mediated deacetylation of PPARγ2 at K382 maintains PPARγ2 transcriptional activity in beige adipocyte precursors; Figure S5: SIRT1 only weakly interacts with PPARγ2^K382R^ compared with PPARγ2^K382Q^; Table S1: List of primers used in the present study.

# Supplementary material for: SIRT7 Inhibits Adipose Tissue Browning Through Deacetylation of PPARγ2 at K382
**Source:** Cells. 2026 Jun 3;15(11):1028. doi: 10.3390/cells15111028
**Supplement:** Supplementary file 1

## Supplementary materials

### **SIRT7 inhibits adipose tissue browning through deacetylation of PPAR $\gamma$ 2 at K382**

Avizit Das <sup>1</sup>, Tatsuya Yoshizawa <sup>1,2,\*</sup>, Daisuke Yamada <sup>2</sup>, Tomonori Tsuyama <sup>3</sup>, Yoshifumi Sato <sup>1</sup>, Tomoya Mizumoto <sup>1</sup>, Takeshi Yoneshiro <sup>4,5</sup>, Shingo Kajimura <sup>6</sup>, Kazuya Yamagata <sup>1,3,\*\*</sup>

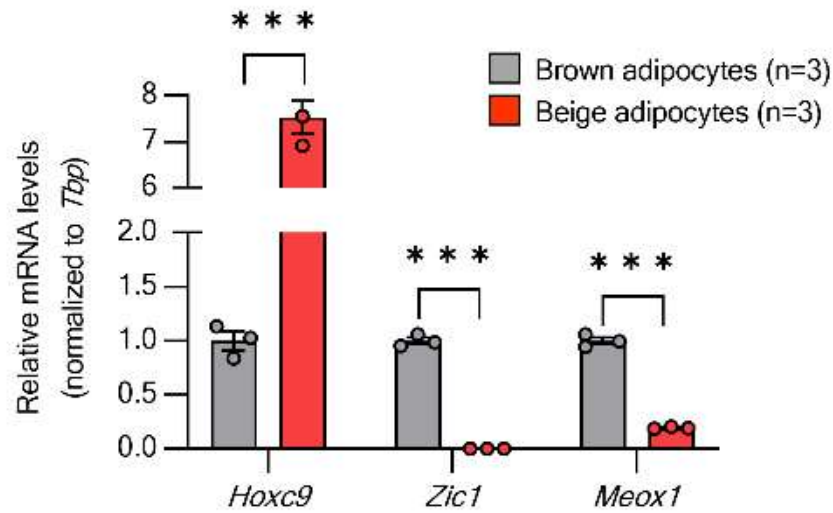

**Figure S1: Real-time qPCR analysis of beige adipocytes from mouse scWAT SVF cell lines and brown adipocytes from mouse BAT SVF cell lines.** To confirm the appropriate differentiation to beige or brown adipocytes, the gene expressions of white/beige (*Hoxc9*) and brown (*Zic1* and *Meox1*) adipocyte markers were examined. Data are presented as mean  $\pm$  SEM of triplicates. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$  with a two-tailed Student's *t*-test.

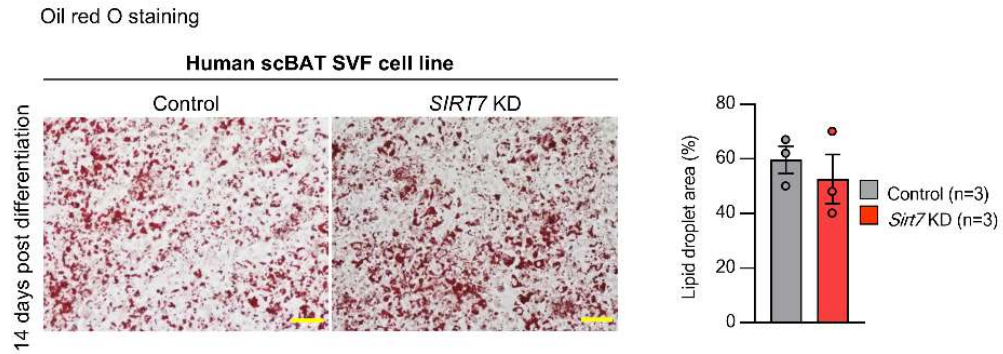

**Figure S2: Oil red O staining of fully differentiated beige adipocytes from control and *Sirt7* KD human scBAT SVF cell lines.** Oil red O staining of 14 days post beige differentiated control and *Sirt7* KD human scBAT SVF cell lines (left panel, scale bar = 100  $\mu$ m), and quantification of the stained oil red O (right panel). Data are presented as **mean  $\pm$  SEM of triplicates**. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$  by two-tailed Student's t-test.

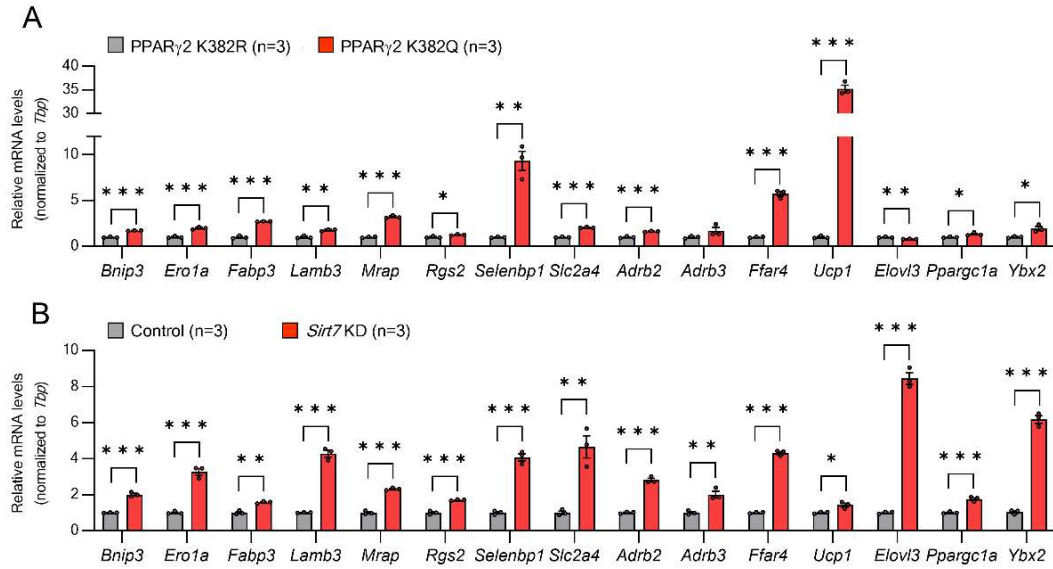

**Figure S3: Acetylation of PPAR $\gamma$ 2 at K382 enhances the expression of numerous genes involved in brown/beige adipocyte differentiation. A, B** Real-time qPCR analysis of brown/beige adipocyte differentiation marker genes in PPAR $\gamma$ 2<sup>K382Q</sup>-overexpressing and PPAR $\gamma$ 2<sup>K382R</sup>-overexpressing mouse scWAT SVF cell lines (**A**) and in control and *Sirt7* KD mouse scWAT SVF cell lines (**B**) at full beige adipocyte differentiation (7 days post-differentiation). Data are presented as mean  $\pm$  SEM of triplicates. \* $p$  < 0.05, \*\* $p$  < 0.01, \*\*\* $p$  < 0.001 with a two-tailed Student's *t*-test.

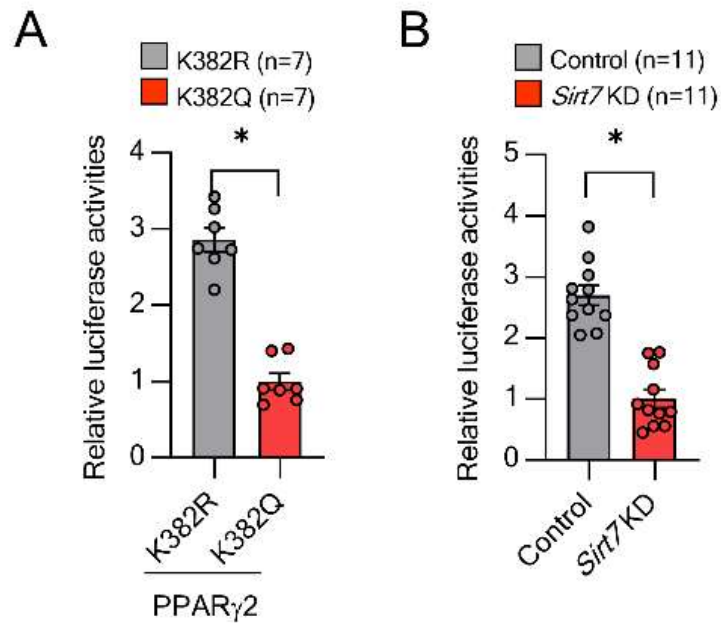

**Figure S4: SIRT7-mediated deacetylation of PPAR $\gamma$ 2 at K382 maintains PPAR $\gamma$ 2 transcriptional activity in beige adipocyte precursors. A, B** PPARE-driven luciferase reporter assay for assessing the transcriptional activities of PPAR $\gamma$ 2. Undifferentiated PPAR $\gamma$ 2<sup>K382R</sup>- or PPAR $\gamma$ 2<sup>K382Q</sup>-overexpressing mouse scWAT SVF cell lines (**A**) and control or *Sirt7* KD mouse scWAT SVF cell lines (**B**) were transfected with pUC-3 $\times$ PPRE-tk-LUC and pRL-TK. Luciferase activity was determined after 24 h. Data are presented as **mean**  $\pm$  SEM of **triplicates**. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$  with a two-tailed Student's *t*-test.

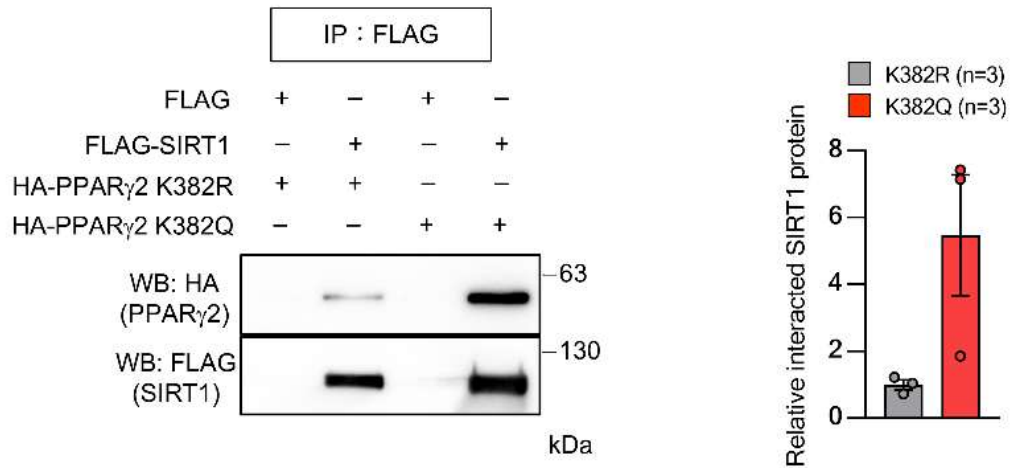

**Figure S5: SIRT1 only weakly interacts with PPAR $\gamma$ 2<sup>K382R</sup> compared with PPAR $\gamma$ 2<sup>K382Q</sup>.** Co-immunoprecipitation assay detecting the interaction of 3×HA-PPAR $\gamma$ 2<sup>K382R</sup> or 3×HA-PPAR $\gamma$ 2<sup>K382Q</sup> with FLAG-SIRT1 in HEK293T cells (left panel). The relative interaction of PPAR $\gamma$ 2 with SIRT1 was quantified by normalization to immunoprecipitated PPAR $\gamma$ 2 (right panel). **Data are presented as mean ± SEM of three independent experiments.** \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$  with a two-tailed Student's  $t$ -test.

**Table S1:** List of primers used in the present study

|       | <b>Genes</b>    | <b>Forward primer</b>     | <b>Reverse primer</b>       |
|-------|-----------------|---------------------------|-----------------------------|
| Mouse | <i>Rpl19</i>    | AAGCCTGTGACTGTCCATTC      | CTTCTTGGATTCCCGGTATC        |
|       | <i>Tbp</i>      | CCCCTTGTAACCCTTCACCAAT    | GAAGCTGCGGTACAATTCCA        |
|       | <i>Pecam1</i>   | ATGGAAAGCCTGCCATCATG      | TCCTTGTTGTTTTCAGCATCAC      |
|       | <i>mt-Nd1</i>   | CCTATCACCCCTTGCCATCAT     | GAGGCTGTTGCTTGTGTGAC        |
|       | <i>Hoxc9</i>    | ACTCGCTCATCTCTCACGACA     | CTACAGGACGGAAAATCGCTACAGT   |
|       | <i>Zic1</i>     | AACCTCAAGATCCACAAAAGGA    | CCTCGAACTCGCACTTGAA         |
|       | <i>Meox1</i>    | CCGGAGATATGAGATTGCAGTCAA  | CCCTTCACACGTTTCCACTTCAT     |
|       | <i>Ucp1</i>     | GGCAACAAGAGCTGACAGTAAAT   | GGCCCTTGTAACAACAAAATAC      |
|       | <i>Prdm16</i>   | GGCGAGGAAGCTAGCCAAA       | GGTCTCCTCCTCGGCACTCT        |
|       | <i>Ppargc1a</i> | GAAATCCGAGCGGAGCTGAA      | GAATAGGGCTGCGTGCCATC        |
|       | <i>Cidea</i>    | CTTGGGGGTGGTACCCAGTG      | ATCCACGCAGTTCACACACA        |
|       | <i>Elovl3</i>   | TTGGGGATAGGGGGTGTGTG      | TCTCCCCTCCCCTCCAAGTC        |
|       | <i>Fgf21</i>    | GCCATTCACTTTGCCTGAGC      | ATCCATTCCATCAGGGCTGC        |
|       | <i>Cited1</i>   | CCAACCTTGGAGTGAAGGATCGCA  | GGCAGTAGGAGAGCCTATTGGAGATGT |
|       | <i>Pat2</i>     | GTGCCAAGAAGCTGCAGAG       | TGTTGCCTTTGACCAGATGA        |
|       | <i>P2rx5</i>    | CTGCAGCTCACCATCCTGT       | CACTCTGCAGGGAAGTGTC         |
|       | <i>Selenbp1</i> | GCTGATACTGCCTGGTCTCA      | AGTGGCTGGTGTGCAAAC          |
|       | <i>Rgs2</i>     | AGGAAGCTCCCAAAGAGATAAACAT | CCGTGGTGATCTGTGGCTTTTAC     |
|       | <i>Lamb3</i>    | ACAGAGTTGAAGGACCGGCTGG    | TGAAGCAGCTCTGACTCCATGTC     |
|       | <i>Ero1a</i>    | GCTGCTTCTGCCAGGTTAGTGTTA  | GGGTTTGACGGCACAGTCTCTTC     |
|       | <i>Bnip3</i>    | CTGCAGGGCTCCTGGGTAGA      | TCATGCTGGGCATCCAACAG        |
|       | <i>Fabp3</i>    | TCTGCCAACTGGCCACCCCT      | TGACCTTGAGCACCCCTTTGGA      |
|       | <i>Mrap</i>     | TGTGGTTGAGCCTGGCTACCTT    | GGAGGTTGAAGCTGTGAGTCCA      |
|       | <i>Slc2a4</i>   | ACCCCTCATTCCCCCTGTGT      | ACCCTCCTGCAGACCCCTTC        |
|       | <i>Ffar4</i>    | TGGCCATCCCTTTTCTTCTGG     | AAATGGCTCCCTTCTCTGGAA       |
|       | <i>Adrb2</i>    | GAGCGACTACAAACCGTCACCA    | TGGAAGTCCAGAACTCGCACCA      |
|       | <i>Adrb3</i>    | CGCTACCTAGCTGTACCAACCC    | GGGCATGTTGGAGGCAAAGGAAC     |
|       | <i>Ybx2</i>     | AGCCCATAGAGGGCTCTGATG     | AGGCCGGGAGCCATCAGT          |
|       | <i>Oasl1</i>    | CCAGGAAGAAGCCAAGCACCATC   | AGGTTACTGAGCCCAAGGTCCATC    |
|       | <i>Oas1a</i>    | CCAAGGTGGTGAAGGGTGG       | ACCACCAGGTCAGCGTCTGA        |

|       |                 |                               |                             |
|-------|-----------------|-------------------------------|-----------------------------|
|       | <i>Oas1g</i>    | GTTGGCTGAAGAGGCTGATGT         | AGTTCTCCTCCACCTGCTCAA       |
|       | <i>Oas2</i>     | CCGGGCCAGTGCACAAGTTAG         | CGATGGCACCGAGGACACC         |
|       | <i>Oasl2</i>    | GGATGCCTGGGAGAGAATCGA         | CTCGCCTGCTCTTCGAAACTG       |
|       | <i>Irf7</i>     | GCCAGGAGCAAGACCGTGTT          | TGCCCCACCACTGCCTGTA         |
|       | <i>Ass1</i>     | AAAACCTCAGGACCCTGCCAAAGC      | TGCGGGTTGTGCCATCTTTGATG     |
|       | <i>Finb</i>     | AGGGCAAGAACAGCGTGGAG          | GCTTCCAGCAGCCTTGGTGT        |
|       | <i>Tlr2</i>     | AGTGCCAGAAAAGATGCGCTTC        | TTGCAGCCGAGGCAAGAACAAAG     |
|       | <i>Irgm1</i>    | TCTGGCAATGGCATGTCTCTT         | AGTACTCAGTCCGCGTCTTCGT      |
|       | <i>Ccl2</i>     | AAGAGGATCACCAGCAGCAGG         | GTATGTCTGGACCCATTCTTCTGG    |
|       | <i>Ccl5</i>     | ACACCACTCCCTGCTGCTTTG         | TTGGCACACACTTGGCGGTTT       |
| Human | <i>Tbp</i>      | CACGCCAGCTTCGGAGAGTT          | TGGCTCCTGTGCACACCATT        |
|       | <i>Ucp1</i>     | ACAAAAGTGTGCCCAACTGTGCAATG    | CGTTCCAGGATCCAAGTCGCAAGAAGG |
|       | <i>Prdm16</i>   | ACGAGGCCCTGTCTACATTCTG        | GCTCCCATCCGAAGTCTGTCTCCT    |
|       | <i>Cidea</i>    | CGGGACTCAAGGGCCTGCTGA         | TATCCACACGTGAACCTGCCCTTGG   |
|       | <i>Ppargc1a</i> | AGAGATTCTGTGTACCAACCCAAATCCTT | ACGACCTGTGTGAGAAAAGGACCTTG  |
|       | <i>Cited1</i>   | CAACCTTGCGGTGAAAGATCG         | TAGGAGAGCCTATTGGAGATCCC     |
|       | <i>Fgf21</i>    | GCCTTGAAGCCGGGAGTTATT         | AGTGGAGCGATCCATACAGGG       |
|       | <i>Pat2</i>     | GCCTGCCACTGTATGCACATC         | TTCTAGTCCATGCATCACCGTGT     |
|       | <i>P2rx5</i>    | CCTTCACCAACACCTCGGATCT        | CACAATCAGGTTGGTGACCACAA     |

How the deposited data were processed for this re-analysis (not part of the article)

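RNA was sequenced from PPARγ2 K382Q- and PPARγ2 K382R-overexpressing mouse SVF cell lines at day 2 of beige adipocyte differentiation, with 3 biological replicates of each mutant. The sample labels and the paper name the same mutants and the same day. According to the paper, libraries were made with a NEBNext Ultra kit and sequenced as pairs of 150-bp reads on a NovaSeq X Plus. The authors removed adapters with TrimGalore 0.6.7, aligned the reads to GRCm39 with HISAT2 2.2.1, sorted the alignments with SAMtools 1.14 and quantified genes with StringTie 2.2.1. The paper's text does not name the release of the gene annotation. The authors tested counts from StringTie's companion script with DESeq2 and submitted the DEGs to DAVID 6.8.

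The authors deposited 1 gene abundance table of StringTie per library. The coverage in these tables is the mean read depth per base of a gene as the authors deposited it, without normalization. For a gene with a single expressed transcript, the deposited FPKM was taken as the coverage scaled to the total aligned bases of the library. For other genes the ratio of coverage to FPKM can be lower. The deposited TPM is scaled to the same total in every library, so it shows shares of the transcripts and not absolute amounts. A few gene IDs occurred more than once in a table (at most 5 entries of a library), and their values were summed. Each library then had 56884 gene IDs. Coordinates are those of the tables. GENCODE mouse release 39 held 99.0% of the gene IDs and was used only for gene types, transcript lengths and GC shares.

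Depth was read from the largest ratio of coverage to FPKM in a library, taken as the total aligned length. Its median was 5.96 Gb in PPARγ2 K382Q- and 7.79 Gb in PPARγ2 K382R-overexpressing cells, with overlapping ranges. No interval from counts could be given, since counts were not analysed here, and the precision of each value is that of 3 replicates.

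The comparison of the mutants used limma 3.58.1 in R 4.3.3 on log2(TPM + 0.5) with an intensity trend in the variance, over the 15426 genes with a TPM of at least 0.5 in at least 3 of the 6 libraries. P-values were adjusted by the method of Benjamini and Hochberg. A gene was called a DEG at an adjusted p-value under 0.05 and a fold change over 2, which are the thresholds of the paper. The test that had been planned for the case of raw counts was not needed, since the values were TPM. A log2 fold change on the log2(TPM + 0.5) scale understates the change of low genes. Steps outside limma used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

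Gene lists were tested with camera in limma (preset inter-gene correlation of 0.01), and beside it with fry and with the correlation estimated from the data. There were 13 lists. They held the browning genes and the ISGs of Table S1, brown and beige adipocyte markers, general adipocyte genes, hypoxia genes, type I and type II IFN genes, inflammatory genes downstream of NF-κB, cell cycle genes, extracellular matrix genes, leukocyte genes, nuclear OXPHOS genes and mitochondrially encoded genes. Apart from those of Table S1, they came from general knowledge or from gene symbols. GO annotation was not used here. Results for some single genes are not reported here.

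The genes named are every gene that the paper names in its text, in Figures 3C, 4A and 5A or in Table S1 for the mouse, together with *Pparg*, *Sirt7* and *Sirt1*, and the 5 largest increases and 5 largest decreases among DEGs with a mean TPM of at least 5 and no overlap between the mutants. A few other genes were picked after their values were seen and are named as such. The groups, the main test, the gene lists, the rule for naming genes and most alternatives were set before the data were examined.

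The alternatives were a pseudocount of 1 or 0.1, no filter on low values, a TPM of at least 1 in at least 3 libraries, FPKM in place of TPM, median-ratio scaling, quantile normalization, no intensity trend, array weights, the replicate number as a block, each library left out in turn, and a fold change over 1.5. Removal of a trend with transcript length or with GC content (loess, span 0.3), and median-ratio scaling together with a pseudocount of 0.1, were added after the data were seen. All other splits of the 6 libraries into 3 and 3 were tested in the same way as the real one.

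The test was tried on simulated data. With 200 of 15210 genes tested changed by known folds between simulated K382Q and K382R libraries, it called 97.5% of the changed genes in the right direction, 0 in the wrong direction, and 5 genes that had not been changed. The simulated values started from the mean of each gene over both mutants. Every change was over 2-fold and in a gene that was not low, so genes near 2-fold and low genes were not covered. No library was present more than once, since at most 0.058% of genes had identical values in any pair of libraries.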

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

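From these libraries the paper discusses browning and the IFN response. Of the 13 gene lists, 4 that lie outside these subjects and are described here also stood apart from the other genes in PPARγ2 K382Q-overexpressing cells. General adipocyte genes and inflammatory genes downstream of NF-κB passed camera and fry as well. They are described above, beside the browning genes and the IFN genes. The list tests themselves were planned, while the tests of scaling, of transcript length, of *Hif1a* and of the share of adipocytes were chosen only after the result was seen. Each of the 4 lists passed with camera and with fry, and the adjusted p-values given are those of camera in limma with Benjamini-Hochberg adjustment. The comparison has 3 replicates of each mutant, and no untreated control group was analysed here.

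Hypoxia genes were higher in PPARγ2 K382Q-overexpressing cells, with a median log2 fold change of 0.73 over 30 genes (adjusted p = 2.57e-26). At an adjusted p-value under 0.05 over all genes tested, 27 were higher and 2 lower, and the counts were the same when adjusted over the list alone. In all, 9 were DEGs. The list holds 2 genes of Table S1, *Bnip3* and *Ero1a*. With the correlation estimated from the data, the adjusted p was 0.0284. The list also holds the glycolysis genes *Pgk1* and *Ldha*, with log2 fold changes of 0.77 and 0.41, and *Vegfa* and *Ankrd37*, with 0.76 and 2.07, which were picked after their values were seen. Under median-ratio scaling the median of the list stood 0.87 above that of all tested genes. Because 1 factor per library moves all genes nearly alike, such a factor cannot set the list apart, and this distance is no test of it. Quantile normalization, which is not tied to 1 factor, gave a median of 0.72. A bias by transcript length does not account for the rise, since the median was 0.69 with the length trend removed. A higher level of the *Hif1a* transcript is excluded as well, because *Hif1a* fell by 0.81 (log2, adjusted p = 7.41e-06, limma), lower in 3 of 3 libraries, and *Epas1* fell by 0.37. Both were picked after their values were seen. Stabilization of HIF proteins, lower oxygen in cultures with more respiration, and a direct effect of PPARγ2 on these genes were not tested and stay open, as does a difference in culture density.

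Extracellular matrix genes were lower, with a median log2 fold change of -0.88 over 23 genes (adjusted p = 1.01e-09). Of these, 21 were lower at an adjusted p-value under 0.05 over all genes tested, also when adjusted over the list alone, and 9 were DEGs. With the correlation estimated from the data the adjusted p was 0.0874. The list is not limited to genes of matrix proteins. It includes the actin gene *Acta2*, and the receptor genes *Pdgfra* and *Pdgfrb*, with log2 fold changes of -0.88 and -0.75. *Ccn2* and *Postn* had log2 fold changes of -2.61 and -1.93. Collagen genes of the list lay between -1.08 (*Col1a2*) and -0.25 (*Col3a1*). Apart from *Acta2*, these genes were picked after their values were seen. Under median-ratio scaling the median of the list stood at -0.74 relative to all tested genes, a distance that 1 factor per library barely changes. It was -0.74 with quantile normalization and -0.79 with the length trend removed, so neither scaling nor length accounts for the fall. A higher share of differentiated adipocytes would raise general adipocyte genes together. Of 30 such genes, 14 were higher and 7 lower in PPARγ2 K382Q-overexpressing cells, and with median-ratio scaling 19 were higher and 4 lower. As a list they were called higher (adjusted p = 0.000189, camera in limma, up to 0.0874 over the alternatives), with a median log2 fold change of 0.06. The lower ones (4 to 8 genes under the alternatives) include the abundant *Adipoq*, with a log2 fold change of -1.28, between -1.30 and -1.13 under the alternatives. Because these genes moved apart, a higher share alone does not account for the fall. The paper saw more lipid droplets in PPARγ2 K382Q-overexpressing cells at day 2 (Figure 3B). A higher share together with changed expression within the adipocytes was not tested and stays open, as does a change in the state of the other cells.

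Nuclear genes of oxidative phosphorylation (OXPHOS) were mostly higher. Their median log2 fold change was 0.28 over 84 genes, with single genes between -0.033 and 2.25 (adjusted p = 1.87e-35), and 75 were higher at an adjusted p-value under 0.05 over all genes tested, against 76 when adjusted over the list alone. Of the 84, 2 were DEGs, and 1 is also in another list. With the correlation estimated from the data the adjusted p was 0.0304. Many OXPHOS transcripts are short, and the median log2 fold change ran from 0.03 for the 1538 tested genes with the shortest transcripts to -0.20 for the 1538 with the longest, so a bias by length would act in this direction. With the length trend removed the median of the list was 0.19 and the list still passed (adjusted p = 4.5e-28, with values from 7.26e-39 to 0.0304 over the alternatives). The trend therefore accounts for part of the rise and not for all of it. Under median-ratio scaling the median of the list stood 0.42 above that of all tested genes, a distance that 1 factor per library barely changes. Quantile normalization gave a median of 0.32. Neither length nor scaling is thus the whole cause. Reads shared with processed pseudogenes, of which many OXPHOS genes have copies, were not tested and stay open beside a biological rise.

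Mitochondrially encoded genes rose more than the nuclear ones, with a median log2 fold change of 0.66 over 13 genes (adjusted p = 4.96e-13), all 13 of them higher at an adjusted p-value under 0.05, over all genes tested and when adjusted over the list alone. All changes were below 2-fold. With the correlation estimated from the data the adjusted p was 0.0874. All genes of the mitochondrial genome together, those of tRNA and rRNA included, took 4.09% to 4.96% of the TPM in PPARγ2 K382Q-overexpressing cells and 2.66% to 2.80% in PPARγ2 K382R-overexpressing cells. The median was 0.63 with the length trend removed, so length does not account for the rise. It stood 0.81 above that of all tested genes under median-ratio scaling, a distance that 1 factor per library barely changes. Quantile normalization gave a median of 0.50, with 12 of the 13 genes higher at an adjusted p-value under 0.05. The size of the rise therefore depends on the scaling. Nuclear copies of mitochondrial sequence can share reads with these genes, and the yield of mitochondrial transcripts can vary with RNA preparation. Neither was tested, so a technical origin stays open beside a higher mitochondrial content.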

How the results depend on the processing

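The trends with transcript length and GC content, and median-ratio scaling with a pseudocount of 0.1, were tried only after the result was seen, as were the tests on depth, on the genes with the largest share of the total and on the total number of DEGs.

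The number of higher DEGs stayed within 1.5 times 196, and that of lower DEGs within 1.5 times 403, under all alternatives except the following. With a fold change over 1.5 there were 577 higher and 1287 lower genes. With FPKM in place of TPM, 226 genes were lower, over 13419 genes tested instead of 15426, and 151 were higher. With median-ratio scaling and a pseudocount of 0.1 together, 391 genes were higher. The cause was not tested for FPKM. With 1 library left out at a time, there were 197 to 218 higher and 404 to 430 lower DEGs. With no filter on low values, 183 of 29522 tested genes were higher and 401 lower.

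The direction of the DEGs depended on the scaling. The share of higher DEGs, 32.7%, was 49.1% with median-ratio scaling and 47.5% with quantile normalization, a move of up to 16.4 percentage points, as unequal scaling between the libraries would give. The total number of DEGs did not depend on it, with 584 DEGs under median-ratio scaling against 599. The median log2 fold change of all tested genes was -0.14 on the TPM scale and 0.0032 with median-ratio scaling. Mitochondrial genes and the 10 most abundant genes took more of the total in PPARγ2 K382Q-overexpressing cells, yet without them in the total the median was still -0.095, so they account for a minor part of the shift. Depth is not the source of the excess of lower DEGs, because among DEGs with a mean TPM of at least 10 the share of higher ones was 33.6%. Whether the remaining shift reflects a true fall of most transcripts relative to a few cannot be seen from TPM.

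Of the 10 splits of the 6 libraries into 3 and 3, 1, the real one, gave as many DEGs. The 9 others gave 0 DEGs, with 184 to 255 genes at an unadjusted p-value under 0.05 against 8360 in the real split. A share under 0.1 cannot be reached with 3 libraries per group, so the splits cannot decide whether chance gave the DEGs.

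Replicates of the mutants share only a number. The deviations of equally numbered libraries had correlations of -0.0177, 0.0507 and 0.0223, which does not show pairing. With the replicate number as a block, 197 genes were higher and 407 lower, and no list or named gene changed its call.

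Of the 13 gene lists, 11 had an adjusted p-value under 0.05 with camera and 12 with fry. With the inter-gene correlation estimated from the data, 4 did: the browning genes of Table S1, brown and beige markers, hypoxia genes and nuclear OXPHOS genes. The estimate leaves the medians as they were, 0.061 for general adipocyte genes, -1.41 for the 12 ISGs that the paper measured, -0.98 and -0.97 for type I and type II IFN genes, -0.57 for inflammatory genes downstream of NF-κB, -0.88 for extracellular matrix genes and 0.66 for mitochondrially encoded genes, and raises the adjusted p to between 0.0652 and 0.0874. Under all other alternatives these lists kept their direction and an adjusted p-value under 0.05. Cell cycle genes passed only with fry (adjusted p = 0.000678) and with no filter on low values (0.00252), against 0.122 in the reported setting and up to 0.922 over the alternatives.

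Of the 62 named genes that were tested, 48 kept their direction and their call under 16 alternatives and the 3 added later. The other 14 changed under at least 1. *Irf1*, with a log2 fold change of -0.13, was at 0.02 with median-ratio scaling, also with the pseudocount of 0.1, and at 0.033 with quantile normalization. *Irf3*, at -0.10, was at 0.049 with median-ratio scaling, also with the pseudocount of 0.1, and at 0.063 with quantile normalization. *Rpl19*, the reference gene of the qPCR in Figure 1A, at -0.02, was at 0.13 with median-ratio scaling, also with the pseudocount of 0.1, at 0.066 with FPKM, at -0.29 with quantile normalization, and between -0.036 and 0.011 with 1 library left out, the latter without K382Q replicate 1. None of these 3 genes was a DEG under any of these settings. Median-ratio scaling applies 1 factor to all TPM of a library, which raised these 3 genes by similar amounts and moves low genes less because of the pseudocount. For quantile normalization, FPKM and the library left out the cause was not tested. Among the other 11 genes, *Ucp1*, *Oas1g*, *Tlr2*, *Gbp4* and *Ramp2* were DEGs that lost the call under at least 1 alternative, *Ramp2* by its adjusted p-value and the others by the fold change. *Cited1*, *Rgs2*, *Lamb3*, *Mrap* and *Ybx2* gained it. *Ucp1* was not tested with a TPM of at least 1 in at least 3 libraries or with FPKM, as its values were below the filter.

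The alternatives planned for read counts were not run, since the values used were TPM, FPKM and coverage. Low genes are limited by depth. *Prdm16*, *Oas1f* and *Was* were below the filter, and *Ucp1* passed it through the libraries of PPARγ2 K382Q-overexpressing cells alone.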

Differences from the paper's values

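The paper reports 476 upregulated DEGs in PPARγ2 K382Q-overexpressing cells, and 196 genes were higher here with the same cutoffs. These cutoffs were applied to different quantities, counts tested with DESeq2 in the paper and log2 TPM with a pseudocount here. The pseudocount makes the fold changes of low genes smaller, so the numbers of DEGs are not directly comparable in either direction. None of the alternatives that keep the fold change threshold of 2 and were set before the data were examined closed the gap between 476 and 196. Among them were 145 higher genes with a pseudocount of 1, 286 with a pseudocount of 0.1, 183 with no filter on low values, 174 with a TPM of at least 1 in at least 3 libraries, 151 with FPKM, 287 with median-ratio scaling, 277 with quantile normalization, 187 with no intensity trend, 199 with array weights, and 197 to 218 with 1 library left out. The count was 577 with a fold change over 1.5, which lies within 1.5 times the paper's 476. With median-ratio scaling and a pseudocount of 0.1 together, a setting chosen after seeing the values, it was 391, also within 1.5 times. The other settings chosen in that way were not, with 170 with the transcript-length trend removed and 198 with the GC-content trend removed. The number of higher DEGs thus depended on the scaling and the pseudocount. How much of the gap they account for cannot be told, because the counts tested by the authors were not analysed here.

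For downregulated DEGs the paper reports 602, against 403 here, which is within 1.5 times. With a pseudocount of 0.1 the count was 603, with array weights 416, and with 1 library left out 404 to 430, all within 1.5 times as well. So was the count of 420 with median-ratio scaling and a pseudocount of 0.1 together, chosen after seeing the values. The other settings chosen in that way were not, with 393 with the transcript-length trend removed and 399 with the GC-content trend removed. Other alternatives set before the data were examined were further away. The count was 297 with median-ratio scaling, 306 with quantile normalization, 298 with a pseudocount of 1, 226 with FPKM, 375 with a TPM of at least 1 in at least 3 libraries, 397 with no intensity trend, 401 with no filter on low values and 1287 with a fold change over 1.5.

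Figure 4A labels 15 genes as upregulated, all of which were higher here, while 4 of them, *Rgs2*, *Lamb3*, *Mrap* and *Ybx2*, stayed under 2-fold, with log2 fold changes of 0.90, 0.86, 0.91 and 0.98. All 4 were DEGs with median-ratio scaling and with quantile normalization. *Ybx2* was also a DEG with a pseudocount of 0.1 and with FPKM. *Mrap* and *Ybx2* were DEGs without K382Q replicate 3. Among the settings chosen after seeing the values, all 4 were DEGs with median-ratio scaling and a pseudocount of 0.1 together, and *Ybx2* with the GC-content trend removed. All 4 passed a fold change over 1.5. Figure 5A labels *Oas1f* and *Was* among the downregulated genes. Here both were listed at 0 in PPARγ2 K382Q-overexpressing cells and below the filter in the other group, so they were tested only with no filter on low values. There *Oas1f* had an adjusted p-value of 0.00266 (limma) and did not pass 2-fold on the log2(TPM + 0.5) scale, which understates the change of so low a gene, and *Was* had an adjusted p-value of 0.197 (limma).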

Other observations

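In this part, the tests on *Prdm16*, *Pparg*, general adipocyte genes, leukocyte genes and hypoxia genes without *Bnip3* and *Ero1a* were planned, although the count used for general adipocyte genes and the summed TPM used for leukocyte genes were chosen only after the result was seen.

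*Prdm16*, which the paper measured by qPCR as upregulated at day 2 (Figure 3C), was near the floor of the RNA-seq data. Its TPM was 0.138, 0.113 and 0.0564 in PPARγ2 K382Q-overexpressing cells and 0.0442, 0.0694 and 0.109 in PPARγ2 K382R-overexpressing cells, with a mean coverage of at most 0.321 reads per base. The highest value in PPARγ2 K382R-overexpressing cells, 0.109, was above the lowest of the other group. The paper proposes that *Prdm16* induction lowers ISG expression. Whether the level of the *Prdm16* transcript separates the mutants cannot be told apart from counting noise at this depth.

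The ISGs might also be lower because of fewer leukocytes in the K382Q cultures. The paper used immortalized cell lines because primary cultures are heterogeneous, and the values argue against this explanation as well. Of 14 leukocyte genes, 10 were under the filter, and their TPM summed to 0.285 ± 0.0861 (SD, n = 3) in PPARγ2 K382R-overexpressing cells and 0.226 ± 0.133 (SD, n = 3) in PPARγ2 K382Q-overexpressing cells, with no gene above 0.274 in any library. The 12 ISGs of Table S1 summed to 858 ± 9.96 (SD, n = 3) and 271 ± 13.9 (SD, n = 3). The 4 leukocyte genes that were tested, *Cd68*, *Cd74*, *Cd14* and *Fcer1g*, had a median log2 fold change of -0.16 (adjusted p = 0.463, camera in limma), with 1 higher and 1 lower at an adjusted p-value under 0.05, also when adjusted over the list alone. The most abundant of them, *Cd14*, had a mean TPM of 8.64 over the 6 libraries.

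The paper reports similar protein levels of the 2 mutants (Figure 3A). The TPM of *Pparg*, which can hold reads of the mouse transgene as well as of the endogenous gene, was 1200 ± 119 (SD, n = 3) in PPARγ2 K382Q- and 1611 ± 21.1 (SD, n = 3) in PPARγ2 K382R-overexpressing cells. Its log2 fold change was -0.43 (adjusted p = 0.000977, limma), between -0.57 and -0.28 under the alternatives, and lower in 3 of 3 libraries. A higher *Pparg* transcript level is therefore argued against as the reason for the higher browning genes. Of 30 general adipocyte genes, 14 were higher and 7 lower, with a median log2 fold change of 0.06 against 1.17 for the browning genes of Table S1. Part of the latter list was measured by the paper to follow up its RNA-seq data. The 14 brown and beige markers outside Table S1 had a median of 0.74. With median-ratio scaling, 19 general adipocyte genes were higher and 4 lower, with a median of 0.21 against 1.31 for the browning genes of Table S1. A general rise of adipocyte genes alone is therefore argued against as the reason, although the list as a whole was called higher. The paper also saw more lipid droplets in PPARγ2 K382Q-overexpressing cells at day 2 (Figure 3B). Further adipocyte differentiation together with changed expression within the adipocytes is thus not excluded. Among the lower genes, *Adipoq* had a TPM of 148 ± 1.20 (SD, n = 3) against 360 ± 20.2 (SD, n = 3), and *Cebpa*, picked after its values were seen, a log2 fold change of -0.81, while *Cfd* and *Fabp4*, picked in the same way, were at 1.23 and 0.34. *Sirt7* had a log2 fold change of -0.17 (adjusted p = 0.0433, limma), which was -0.02 with median-ratio scaling (adjusted p = 0.82, with values from 0.0117 to 0.914 over the alternatives). *Sirt1* had a log2 fold change of -0.35 (adjusted p = 0.0033, limma, from 0.00269 to 0.0573 over the alternatives).

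*Bnip3* and *Ero1a*, which are labelled in Figure 4A, also respond to hypoxia. The other 28 hypoxia genes had a median log2 fold change of 0.66, with 25 higher and 2 lower at an adjusted p-value under 0.05. The rise of the pair is therefore consistent with a general rise of hypoxia genes. It does not exclude a part in brown fat cell differentiation.

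Of the genes that the paper measured by qPCR in Figure 3C, *Fgf21*, *Cited1* and *Slc36a2* (named Pat2 there) had log2 fold changes of 0.49, 0.94 and 0.78, with adjusted p-values of 0.000406, 0.00063 and 9.21e-05 (limma). *P2rx5* was at 0.24 (adjusted p = 0.209, limma), with values from 0.0813 to 0.486 over the alternatives. *Cited1* was a DEG with median-ratio scaling and with quantile normalization, and without K382Q replicate 1, where its log2 fold change was 1.08. The white and beige marker *Hoxc9* had a TPM of 17.9 ± 1.04 (SD, n = 3) against 25.7 ± 0.288 (SD, n = 3), and the brown markers *Zic1* and *Meox1* were listed at 0 in all 6 libraries.

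The paper discusses IRF1 and IRF3 as factors of the IFN response. *Irf1* had a TPM of 72.0 ± 1.69 (SD, n = 3) against 78.9 ± 0.647 (SD, n = 3), a difference whose sign changed with median-ratio scaling and with quantile normalization. *Irf3* was not distinguishable between the mutants (adjusted p = 0.198, limma, from 0.0484 to 0.827 over the alternatives). Protein levels are not seen in these data. *Igf2bp2*, also named in the paper, had a log2 fold change of -0.28 (adjusted p = 0.0012, limma, from 0.000944 to 0.0494 over the alternatives).

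Cell cycle genes had a median log2 fold change of -0.12 over 25 genes (adjusted p = 0.122, camera in limma), with 16 lower and 1 higher at an adjusted p-value under 0.05, also when adjusted over the list alone. The median lay between -0.14 and 0.03 under the alternatives and was 0.03 with median-ratio scaling, as the median of all genes moved with it. The counts depended on the scaling too, with 4 lower and 7 higher under median-ratio scaling and 5 lower and 8 higher under quantile normalization. Of the reference genes used by the paper, *Tbp* (all qPCR figures but Figure 1A) had a log2 fold change of -0.21 (adjusted p = 0.359, limma, from 0.0708 to 0.849 over the alternatives), and *Pecam1*, a nuclear reference for mtDNA, of 0.15 (adjusted p = 0.449, limma, from 0.193 to 0.841). *mt-Nd1*, the mitochondrial one, had a log2 fold change of 0.70 (adjusted p = 0.000393, limma, from 3.54e-05 to 0.00572).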
